# The Scleraxis Transcription Factor Directly Regulates Multiple Distinct Molecular and Cellular Processes During Early Tendon Cell Differentiation

**DOI:** 10.3389/fcell.2021.654397

**Published:** 2021-06-03

**Authors:** Han Liu, Jingyue Xu, Yu Lan, Hee-Woong Lim, Rulang Jiang

**Keywords:** bHLH, cell differentiation, ChIP-seq, CRISPR, RNA-seq, Scx, tendon development

## Abstract

Proper development of tendons is crucial for the integration and function of the musculoskeletal system. Currently little is known about the molecular mechanisms controlling tendon development and tendon cell differentiation. The transcription factor Scleraxis (Scx) is expressed throughout tendon development and plays essential roles in both embryonic tendon development and adult tendon healing, but few direct target genes of Scx in tendon development have been reported and genome-wide identification of Scx direct target genes *in vivo* has been lacking. In this study, we have generated a *Scx*^*Flag*^ knockin mouse strain, which produces fully functional endogenous Scx proteins containing a 2xFLAG epitope tag at the carboxy terminus. We mapped the genome-wide Scx binding sites in the developing limb tendon tissues, identifying 12,097 high quality Scx regulatory *cis-*elements in-around 7,520 genes. Comparative analysis with previously reported embryonic tendon cell RNA-seq data identified 490 candidate Scx direct target genes in early tendon development. Furthermore, we characterized a new *Scx* gene-knockout mouse line and performed whole transcriptome RNA sequencing analysis of E15.5 forelimb tendon cells from *Scx*^–/–^ embryos and control littermates, identifying 68 genes whose expression in the developing tendon tissues significantly depended on Scx function. Combined analysis of the ChIP-seq and RNA-seq data yielded 32 direct target genes that required Scx for activation and an additional 17 target genes whose expression was suppressed by Scx during early tendon development. We further analyzed and validated Scx-dependent tendon-specific expression patterns of a subset of the target genes, including *Fmod*, *Kera*, *Htra3*, *Ssc5d*, *Tnmd*, and *Zfp185*, by *in situ* hybridization and real-time quantitative polymerase chain reaction assays. These results provide novel insights into the molecular mechanisms mediating Scx function in tendon development and homeostasis. The ChIP-seq and RNA-seq data provide a rich resource for aiding design of further studies of the mechanisms regulating tendon cell differentiation and tendon tissue regeneration. The *Scx*^*Flag*^ mice provide a valuable new tool for unraveling the molecular mechanisms involving Scx in the protein interaction and gene-regulatory networks underlying many developmental and disease processes.

## Introduction

Tendons and ligaments are specialized connective tissues densely packed with collagen fibers, composed primarily of type I collagen fascicles with several other collagens, elastin, and various proteoglycans making up the remainder of the extracellular matrix (ECM) surrounding the resident tenocytes (Birch et al., 2013; Davis et al., 2013). Tendons connect skeletal muscles to bones and transmit mechanical forces generated from muscle contraction whereas the ligaments align bones within joints and reinforce their stability and flexibility. Many musculoskeletal diseases involve injuries and tissue degeneration in tendons and ligaments (Yang et al., 2013; Nourissat et al., 2015). Although it is expected that many genes and molecular pathways are shared during the processes of tendon development and tendon healing/regeneration, the molecular mechanisms controlling tendon development, including specification of tendon progenitor cells from mesenchymal stem cells, migration to local domains and differentiation into mature tenocytes, secretion of ECM molecules and organization of fibrils and fibers into tendon bundles, are not well understood. With the development and wide application of gene knockout technologies, thousands of mutant mouse lines carrying loss-of-function mutations in individual genes have been generated and analyzed in the last 30 years. However, only loss of function of the Scleraxis (Scx) transcription factor and TGFβ signaling led to severe disruption of tendon development whereas mice deficient in several other genes individually or in combination, including genes encoding the Mohawk (Mkx) transcription factor, the early growth response (EGR) 1 and 2 transcription factors, various proteoglycans, and tenomodulin, exhibited mild postnatal tendon defects (Docheva et al., 2005; Murchison et al., 2007; Kilts et al., 2009; Pryce et al., 2009; Ito et al., 2010; Liu et al., 2010; Lejard et al., 2011; Dourte et al., 2013; Guerquin et al., 2013; Dunkman et al., 2014; Delgado Caceres et al., 2018; Shukunami et al., 2018). While these data suggest that the tendon developmental processes are well orchestrated with built-in compensatory regulatory mechanisms (Delgado Caceres et al., 2018), better understanding of the molecular mechanisms controlling tendon development and tendon cell differentiation will be instrumental for the development of effective methods for tendon repair and regeneration.

Scleraxis is a basic helix-loop-helix (bHLH) transcription factor that is expressed in early embryonic tendon progenitor cells and stays strongly expressed throughout tendon cell differentiation into mature tenocytes (Cserjesi et al., 1995; Schweitzer et al., 2001). Mice homozygous for *Scx* null mutation exhibit severe hypoplasia or complete absence of force transmitting tendons, while the muscle anchoring tendons and ligaments are less affected (Murchison et al., 2007; Shukunami et al., 2018). Further studies showed that Scx function is not required for tendon progenitor cell initiation but is crucial for tendon cell differentiation (Murchison et al., 2007). Studies in mouse and chick embryos showed that TGFβ and FGF signaling pathways are essential for induction of tendon progenitor cells by activating expression of *Scx* and other tendon genes (Kuo et al., 2008; Pryce et al., 2009; Hasson, 2011; Havis et al., 2016). Moreover, a recent study demonstrated that Scx function is also required for adult tendons in response to mechanical loading (Gumucio et al., 2020). How Scx regulates tendon cell differentiation is still unclear. Currently very few genes, including *Col1a1* and *Tnmd*, have been identified as potential direct target genes of Scx in tenocytes primarily through *in vitro* functional analysis of putative Scx-binding promoter elements (Shukunami et al., 2006, 2018; Lejard et al., 2007), whereas large scale identification of Scx direct transcriptional target genes during tendon cell differentiation *in vivo* is still lacking.

In this study, we first generated a novel *Scx*^*Flag*^ knockin mouse line, which expresses the endogenous Scx protein with a 2xFLAG epitope tag at the carboxy terminus, through CRISPR/cas9-mediated genome editing. Using the *Scx*^*Flag*^ mice, we mapped the genome-wide Scx binding sites in embryonic tendon progenitors and differentiating tendon cells using chromatin immunoprecipitation followed by high throughput DNA sequencing, which mapped high quality Scx-binding sites in the promoter and/or enhancer regions in 7,520 genes. Furthermore, we characterized a new *Scx* gene-knockout mouse resource that is accessible to the wide biomedical research community and performed whole transcriptome RNA sequencing analysis of early differentiating limb tendons in *Scx*^–/–^ and wildtype littermates. These ChIP-seq and RNA-seq datasets provide a rich resource for further studies of the molecular mechanisms regulating tendon formation and tendon cell differentiation. Combined analyses of the ChIP-seq and RNA-seq data provide novel insights into the molecular mechanisms mediating Scx regulation of tendon cell differentiation.

## Materials and Methods

### Mice

*Scx-GFP* transgenic mice (Pryce et al., 2007) were generously provided by Dr. Ronen Schweitzer (Shriners Hospitals for Children, Portland, Oregon). To generate *Scx*^*Flag*^ knock-in mice, pretested guide RNAs targeting the genomic sequence containing the endogenous Scx translational STOP codon were co-injected with a single-stranded oligonucleotide donor template (Figure 1A) and humanized *Cas9* mRNAs into zygotes of B6D2F1 (C57BL/6 X DBA2) mice. Genome-modified founder mice were identified by using polymerase chain reaction (PCR) assay and crossed to CD-1 mice to generate *Scx*^*Flag*/+^ hemizygous mice. Genotypically verified G1 *Scx*^*Flag*/+^ hemizygous mice were intercrossed to generate *Scx*^*Flag/Flag*^ homozygous mice. *Scx^+/–^* mutant mice were purchased from the Mutant Mouse Research and Resource Center at the University of California Davis (KOMP catalog#13478). All mouse strains were maintained by crossing to CD-1 wildtype mice (Charles River, Stock# 022), or by intercrossing between siblings. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Cincinnati Children’s Hospital Medical Center (CCHMC). The mice were housed in AAALAC accredited barrier housing conditions at CCHMC.

**FIGURE 1:**
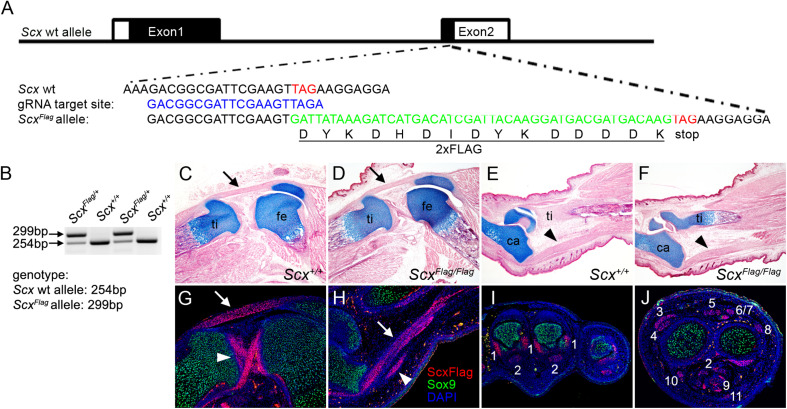
Generation of *Scx*^*Flag*^ mice. **(A)** Schematics of the strategy for generating *Scx*^*Flag*^ mice using the CRISPR/CAS9 approach. The top row shows the genomic organization of the mouse *Scx* locus. The two exons are boxed with coding regions filled in black and untranslated regions in white. The second row shows the sequence around the translation STOP codon (TAG, labeled in red font). The third row shows the selected guide RNA target site sequence. The fourth row shows part of the correctly edited *Scx*^*Flag*^ allele sequence containing the insertion of the 2xFLAG coding sequence (in green font) immediately 5′ to the STOP codon. The fifth row shows the amino acid sequence of the 2xFLAG tag. **(B)** PCR genotyping result from a litter of *Scx*^*Flag*/+^ mouse intercross. **(C–F)** Images of HE and alcian blue-stained longitudinal sections through the middle of the knee **(C,D)** and ankle **(E,F)** of E18.5 wildtype **(C,E)** and *Scx*^*Flag/Flag*^ **(D,F)** embryos. Arrow in panels **(C,D)** point to patellar tendon. Arrowheads in panels **(E,F)** point to Achilles tendon. ca, calcaneus; fe, femur; ti, tibia. **(G–J)** immunofluorescent staining of sections through the knee **(G)**, ankle **(H)**, forelimb autopod **(I)**, and forelimb zeugopod **(J)** regions of E16.5 *Scx*^*Flag*/+^ embryos. Immunofluorescence of Sox9 is shown in green color, Immunofluorescence of the FLAG epitope is shown in red color, and DAPI counterstaining of cellular nuclei is shown in blue color. Arrow in panels **G,H** points to patellar and Achilles tendons, respectively. Arrowhead in panel **(G)** point to the cruciate ligaments, whereas arrowhead in panel **(H)** point to a smaller tendon next to the Achilles. The numbers in panels **(I,J)** mark distinct forelimb tendons as: 1 - Collateral Ligament Metacarpophalangeal joint; 2 - Flexor Digitorium Profundus; 3 - Extensor Pollicis; 4 - Extensor Carpi Radialis Longus; 5 - Extensor Digitorium Communis; 6 - Extensor Digiti Quarti; 7 - Extensor Digiti Quinti; 8 - Extensor Carpi Ulnaris; 9 - Flexor Digitorium Sublimis; 10 - Flexor Carpi Radialis; 11 - Palmaris Longus.

### Histology, *in situ* Hybridization, and Immunofluorescent Staining

Mice were euthanized at predetermined stage and embryos were collected in cold PBS, fixed in 4% PFA overnight, washed in PBS for 3 times and processed to 100% methanol (for whole mount *in situ* hybridization), or paraffin for section (for histology staining and section *in situ* hybridization). Histology staining and *in situ* hybridization procedures were performed as previously described (Liu et al., 2013, 2015). *In situ* probe templates were amplified by PCR from total cDNA sample of E13.5 wildtype forelimbs. Antisense RNA probes were synthesized from templates using T7 RNA polymerase (Promega catalog# P2075). Immunofluorescent staining was performed as previously described (Xu et al., 2014). The primary antibodies used include anti-Sox9 (Santa Cruz, catalog# sc-20095, 1:25 dilution) and anti-FLAG antibody (Sigma, catalog# F1804, 1:50 dilution). The secondary antibodies were Alexa Fluor 568-conjugated goat anti-mouse IgG (H + L) and Alexa Fluor 488-conjugated goat anti-rabbit IgG (H + L) [(Thermo Fisher Scientific, Waltham, MA, United States), catalog# A11004 and A27034, 1:500 dilution].

### Skeletal Preparations

Mice were euthanized at postnatal day 0, heated at 65°C in distilled water for 3 min, and de-skinned manually. Whole de-skinned embryos were stained in Alcian Blue solution (15 mg Alcian Blue dissolved in 20 ml glacial acetic acid plus 80 ml 95% ethanol) for 48–72 h, re-fixed in 100% ethanol for 24 h, and stained in Alizarin Red solution (50 mg Alizarin Red dissolved in 2% KOH) for 24 h. The samples were transferred into 50% glycerol solution for imaging and long term storage.

### Body Weight Measurement and Statistical Analysis

Mice were weighed at post-natal day 21. Body weights of 10 *Scx^+/+^*, 19 *Scx^+/–^*, and 12 *Scx*^–/–^ mice were collected and processed for statistical analysis. To compare the body weight differences among the three genotypes, we used one-way ANOVA followed by Turkey’s multiple comparison posttest. *P* value less than 0.05 was considered statistically significant and marked as ^∗^. *P* value less than 0.01 was marked as ^∗∗^, whereas *P* value less than 0.001 was marked as ^∗∗∗^ when applicable.

### ChIP-seq and Data Analysis

Three biological repeats, each containing 10 pairs of forelimbs from E13.5 *Scx*^*Flag/Flag*^ embryos, were collected for chromatin immunoprecipitation (ChIP) analysis as previously described (Xu et al., 2020). Briefly, DNA/protein complexes were extracted and incubated with the anti-FLAG antibody (Sigma, catalog# F1804). Sequencing libraries were generated using the ThruPLEX DNA sequencing kit (Rubicon Genomics). Sequencing was performed on Illumina NextSeq500. ChIP-seq reads were aligned to UCSC mouse genome 10 mm using STAR aligner (ver. 2.7.4) (Dobin et al., 2013). To match the sequencing depth across samples, aligned reads were down-sampled to 30 million. After deduplication, peaks were called for each Scx ChIP-seq dataset using HOMER (Hypergeometric Optimization of Motif EnRichment) (v4.11) (Heinz et al., 2010) against a matching input sample. To identify reproducible and unified Scx peaks, we performed second round differential analysis comparing Scx samples versus input samples anchoring on all the detected Scx peaks. First, Scx peaks from the three biological replicates were pooled and merged into a preliminary peak set. Second, read counts were measured in all the Scx ChIP samples and input samples within the peak set. Finally, exact test was performed using EdgeR (Robinson et al., 2010) comparing Scx ChIP and input samples. Final Scx peaks were defined by log_2_ fold-change (log_2_FC) over input > 2 and FDR < 0.01. *De novo* motif analysis of the Scx peaks was performed within a 200 bp window using Homer (v4.11) (Heinz et al., 2010) with default options. Peak-gene association analysis was performed utilizing the online GREAT (Genomic Regions Enrichment of Annotations Tool) program (version 4.0) (McLean et al., 2010). Gene regulatory domains utilized for region annotation were defined as minimum 5 kb upstream and 1 kb downstream of the gene transcription start site (TSS), and extended in both directions to the nearest gene’s basal domain but no more than the maximum extension of 1000 kb in one direction (‘‘Basal plus extension’’ option)^1^. The ChIP-seq raw data have been deposited into the National Center for Biotechnology Information Gene Expression Omnibus database (NCBI GEO Accession Number GSE173428).

### Fluorescence-Activating Cell Sorting (FACS)

E15.5 embryonic forelimbs were dissected from embryos of *Scx^+/–^; Scx-GFP* female crossed with *Scx^+/–^; Scx-GFP* male mice. The freshly dissected embryonic forelimbs were digested with the trypsin−EDTA solution (Invitrogen) at 37°C for 4 min. After inactivation of trypsin with DMEM containing 10% FBS, cells were dissociated by pipetting. The dissociated limb cells were suspended in PBS with 2% FBS and 10 mM EDTA, and filtered through a 40 μm nylon cell strainer (BD Falcon, 352340). GFP^+^ cells from each sample were isolated using BD FACSAria II.

### RNA−Seq and Data Analysis

RNA-seq were carried out using FACS isolated GFP^+^ cells from the forelimb tissues of three *Scx*^–/–^ embryos and three littermate controls at E15.5. Total RNAs were extracted from FACS isolated E15.5 forelimb GFP^+^ cells using the Qiagen RNeasy Micro Kit (Qiagen catalog# 74004). cDNA amplification was carried out using the Ovation RNA-Seq System V2 kit (Tecan Genomics Inc.). The sequencing libraries were made using the Nextera XT DNA Library Prep kit (Illumina), and sequenced using Illumina NovaSeq 6000 for 75 bp paired-end reads. RNA-seq reads were aligned to UCSC mouse genome 10 mm using STAR aligner (v2.7.4) (Dobin et al., 2013). Read counts for each gene were measured using FeatureCounts in the subread package (v1.6.2) (Liao et al., 2014). To avoid sex-specific bias in the analysis, genes in chromosome Y were discarded. In addition, RUVseq (RUVs, *k* = 1) (Risso et al., 2014) was applied to account for sex-specific contribution to the gene expression profiles and to identify sex-independent gene expression changes upon *Scx* deletion. Principal component analysis was applied to normalized FPKM (fragment per kilobase of transcript per million mapped reads) and log-transformed count data. Differential gene expression analysis was performed using DESeq2 (Love et al., 2014). Differentially expressed genes were identified by FDR < 0.05. Gene ontology (GO) analysis was performed using the online ToppGene tools^2^ (Chen et al., 2009). Hierarchical clustering of the differential gene expression profiles was performed using Pearson correlation coefficient of log-transformed gene expression level (FPKM) as similarity measure under Ward’s criterion. Clustering heatmap was visualized in z-score. The RNA-seq data have been deposited into the National Center for Biotechnology Information Gene Expression Omnibus database (NCBI GEO Accession Number GSE173428).

### Quantitative RT-PCR

E13.5 and E15.5 *Scx*^–/–^ mutant and wildtype control forelimb samples were collected. Total RNAs were extracted using the Qiagen RNeasy Micro Kit (Qiagen catalog# 74004), and reverse transcribed using SuperScript^TM^ III First-Strand Synthesis System (Thermo Fisher Scientific, Waltham, MA, United States catalog# 18080051). At each stage, at least 5 samples per genotype were used for quantitative RT-PCR. Relative mRNA levels were normalized to that of *Hprt* mRNAs. Student’s *t* test was used for pairwise comparison. *P* < 0.05 was considered significantly different. *P* value less than 0.05 was considered statistically significant and marked as ^∗^. *P* value less than 0.01 was marked as ^∗∗^, whereas *P* value less than 0.001 was marked as ^∗∗∗^ when applicable.

## Results

### Generation of a Novel *Scx*^*Flag*^ Mouse Line and Genome-Wide Mapping of Endogenous Scx Binding Sites in the Tendon Progenitor Cells *in vivo*

No specific antibody for the Scx protein that allows direct analysis of endogenous Scx-binding at target genes has been reported. To facilitate direct and specific analysis of endogenous Scx protein activity, we used the CRISPR/Cas9-mediated genome editing strategy (Cong et al., 2013; Scott and Hu, 2019) to insert a well-characterized 2xFLAG epitope tag at the carboxy terminus of the endogenous Scx protein in mice (Figure 1A). 

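*Scx* lies on the plus strand of chromosome 15 of mm10 and has 2 exons, from 76457438 to 76458186 and from 76459082 to 76459468. Its coding sequence of 624 bp, stop codon included, begins at base 76457602 in exon 1 and ends with the stop codon TAG at bases 76459118 to 76459120 in exon 2. The reference sequence around the stop codon is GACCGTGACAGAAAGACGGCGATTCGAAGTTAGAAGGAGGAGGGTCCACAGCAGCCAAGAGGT. The target of the guide RNA shown in Fig. 1A, GACGGCGATTCGAAGTTAGA, matches the plus strand from base 76459102 to base 76459121 and runs across the stop codon. The reference bases that follow it are AGG, which fits the NGG motif that Cas9 needs beside its target.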

Detailed description of the procedures for generating the *Scx*^*Flag*^ founder mice is provided in the Materials and Methods section. The *Scx*^*Flag*/+^ founder mice were crossed to wildtype CD1 mice and the G1 *Scx*^*Flag*/+^ hemizygous progenies (Figure 1B) were sequence-verified for correct integration and germ-line transmission of the *Scx*^*Flag*^ allele as designed. The *Scx*^*Flag*/+^ mice were then intercrossed to generate *Scx*^*Flag/Flag*^ homozygous mice, which were born at expected Mendelian ratio and did not display any phenotypic difference from their hemizygous or wildtype littermates (Figures 1C–F). Immunofluorescent staining of sections of mouse embryos using an anti-FLAG antibody (Sigma, catalog# F1804) showed that the Scx-FLAG fusion protein was strongly and specifically expressed in both tendons and ligaments (Figures 1G–J), consistent with previously reported patterns of expression of endogenous *Scx* mRNAs and of the transgenic Scx-GFP reporter activity (Murchison et al., 2007; Pryce et al., 2007; Watson et al., 2009). Since the *Scx*^*Flag/Flag*^ homozygous mice do not have any phenotypic abnormality, the insertion of the FLAG epitope tag at the carboxy-terminus of the endogenous Scx protein did not affect Scx function, providing a valuable new tool for direct analysis of endogenous Scx function during development, tissue homeostasis, and injury repair.

To investigate Scx-mediated transcriptional regulation during early tendon development, we dissected forelimbs from E13.5 *Scx*^*Flag/Flag*^ embryos and performed ChIP-seq experiments in triplicates using the anti-FLAG antibody (Sigma, catalog# F1804). 

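The ChIP-seq experiment comprised 3 ChIP samples and 3 input samples, all from E13.5 forelimbs in which the endogenous Scx protein carried the FLAG tag, so that binding was measured in whole limb tissue. In their methods the authors aligned the reads to mm10 with STAR 2.7.4, brought every library to the same number of reads and removed duplicates. They called peaks in each ChIP sample against its input with HOMER, merged the peaks of the replicates and tested ChIP against input read counts with edgeR. The deposited peak table is titled with a fold enrichment of 4 over input and an FDR of 0.01. It gives the position of each peak, and its score column, the authors' own, holds 0 for every peak. Read counts, peak heights and the spread between the 3 replicates were therefore not analysed here, and the depth behind a single peak is unknown. Each peak was assigned to genes by the basal plus extension rule that the paper names. Under this rule, the domain of each of 21829 protein-coding genes of GENCODE release M21 ran from 5 kb upstream to 1 kb downstream of its TSS and was extended on both sides up to the next gene's domain, by at most 1000 kb. A promoter was taken as the sequence from 1000 bp upstream to 100 bp downstream of a TSS of any annotated transcript. Sequence motifs were counted in the 200 bp of each peak and in windows of equal width 2000 bp to each side of it.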

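Scx-associated regions were found on every autosome and on chromosome X. Chromosome 2 held 945 of them, chromosome 1 held 878 and chromosome X held 124 (1.03% of all). At the *Scx* gene itself, 4 regions had their centers within 100 kb of the first base of exon 1, at 10596 bp upstream and at 4771, 10398 and 64841 bp downstream. The nearest of these spans bases 76462110 to 76462309 of chromosome 15 and lies in an intron of an annotated gene, as do the regions at 10596 bp upstream and 10398 bp downstream, whereas the farthest lies in a promoter. In all, the deposited peak table lists 12097 regions. The regions carry numbers up to 18371, and 65.8% of these numbers are in the table. A total of 461 regions overlapped the next region on the chromosome, so that the regions are not all separate sites.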

Analysis of the ChIP-seq data identified 12,097 highly enriched Scx-associated chromatin regions (ChIP-seq peaks) (Figures 2A,B). About 77% (9,272 of 12,097) of the Scx ChIP-seq peaks were located in intronic or intergenic regions associated with one or two genes in the immediate vicinity within 500 kb from the gene’s transcription start site (TSS), whereas only about 14% (1,670 of 12,097) of the Scx-binding sites were located within gene promoter regions (Figures 2A–C). 

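Scx bound mostly away from gene starts. Introns held 4620 peaks (38.2%, 95% Wilson interval 37.3 to 39.1%) and intergenic sequence held 4127 (34.1%, 33.3 to 35.0%), which together make 72.3% of the peaks (71.5 to 73.1%). Promoters held 2136 peaks (17.7%, 17.0 to 18.3%), among them peaks at the promoters of *Fmod*, *Ssc5d*, *Zfp185*, *Rflnb* and *Ccdc88a*. Coding exons held 375 peaks, untranslated or noncoding exons held 573 and transcript ends held 266. Of all peaks, 3776 were assigned to 1 gene, 8232 to 2 genes, 9 to 3 or more genes and 80 to none. At least 1 assigned TSS lay within 500 kb of 11621 peaks (96.1%). Of the 20267 pairs of a peak and its gene, 3972 were within 5 kb of the TSS, and 6339 pairs had the peak 50 to 500 kb downstream of it. With promoters widened to 5 kb on both sides of a TSS, 40.5% of the peaks fell in promoters. The intervals cover counting error only.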

*De novo* motif analysis revealed that the most enriched endogenous Scx-binding domain contains a core sequence C-A-G/T-A/C-T-G (Figure 2D), which was present in >45% of the ChIP-seq peak regions and matches the Scx-binding core sequence previously determined by electrophoresis mobility shift assays (Shukunami et al., 2018). 

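Counted as an exact sequence in any of its forms, the core C-A-G/T-A/C-T-G was present in 7300 peaks (60.3%, 95% Wilson interval 59.5 to 61.2%) and in 26.6% of the windows beside the peaks (26.1 to 27.2%), an odds ratio of 4.20. The paper's share is that of a motif found de novo, so it and the share here are not like measures. CAGATG, or CATCTG on the other strand, was in 38.9% of peaks and 15.1% of windows (odds ratio 3.56), and CAGCTG was in 28.0% and 8.62% (odds ratio 4.12). CATATG, the remaining form of the core, was in 7.18% and 5.23%. Any E-box of the form CANNTG was in 78.4% of peaks and 66.6% of windows, an odds ratio of 1.82 (p = 1.4e-122 by Fisher's exact test, two-sided). The core was in 71.2% of intergenic peaks, in 66.5% of intron peaks and in 35.2% of promoter peaks. Peaks were richer in G and C (mean 53.5%) than the windows beside them (43.9%), so the windows match the peaks in place but not in base composition. Neighboring sequences are not independent samples, and the test treats each window as one.

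**Figure D1:**
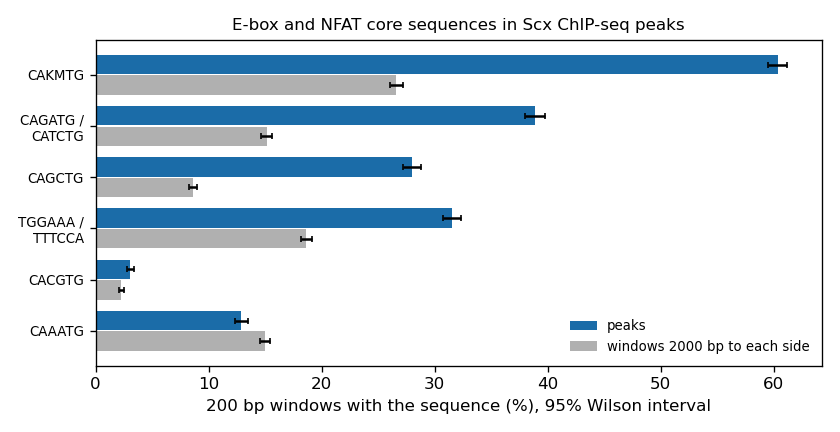
Share of sequences (horizontal axis, percent) that held each of 6 motifs (vertical axis) in the 12097 Scx ChIP-seq peaks and in the windows of 200 bp placed 2000 bp to each side of them. Bars start at 0 and error bars are 95% Wilson intervals, which cover counting error only. The E-box core stands at 60.3% in peaks and 26.6% beside them.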

The second most enriched motif, which is present in 15.8% of the ChIP-seq peaks, contains a core sequence that matches the consensus binding motif of the Nfat family transcription factors, TGGAAA (Yu et al., 2015; Klein-Hessling et al., 2017; Figure 2D). It has been reported that Scx and Nfatc4, a member of the Nfat family, act cooperatively to regulate the transcription of *Col1a1* in tendon fibroblast cells (Lejard et al., 2007). The significant enrichment of the Nfat binding motif in the Scx ChIP-seq peaks indicate that Scx and Nfat family proteins act together to regulate expression of many genes during tendon development.

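TGGAAA, or TTTCCA on the other strand, was present in 3813 Scx peaks (31.5%, 95% Wilson interval 30.7 to 32.4%) and in 18.6% of the windows beside them (18.1 to 19.1%), an odds ratio of 2.01 (p = 7.7e-162 by Fisher's exact test, two-sided). The Nfat core was most frequent in intergenic peaks (40.7%) and least frequent in promoter peaks (10.7%) among intergenic, intron (36.4%) and promoter peaks. In peaks that held the Scx core, TGGAAA was present in 36.3%, against 18.8% of windows that held the Scx core (odds ratio 2.45). In peaks without the Scx core, it was present in 24.3%, against 18.5% of such windows (odds ratio 1.41, p = 4.1e-18 by the same exact test). Without CpG-island-like peaks, a setting chosen after seeing the data, it was present in 42.1% of peaks without the Scx core and 19.4% of such windows (odds ratio 3.03). At *Fmod*, whose protein organizes collagen fibrils, the promoter peak held TGGAAA at bases 134037314 to 134037319 of chromosome 1 and no Scx core. Counted in 100 bp around the peak centers, TGGAAA was present in 20.6% of peaks and 9.45% of windows. The paper cites an earlier report that Scx and Nfatc4 cooperate at *Col1a1* in tendon fibroblasts. With the enrichment of this motif in Scx peaks, it concludes that Scx and Nfat proteins jointly regulate many genes in tendon development.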

**FIGURE 2:**
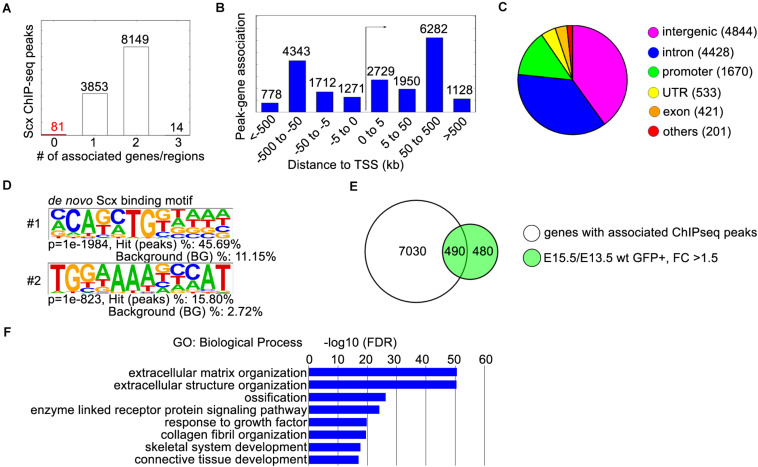
ChIP-seq analysis of E13.5 *Scx*^*Flag/Flag*^ forelimbs. **(A)** Peak-gene association analysis with the GREAT online tool (http://great.stanford.edu). The “basal plus extension” parameter was used to associate the ChIP-seq peaks to genes within 1,000 kb. The majority of peaks were associated with 1 or 2 genes. **(B)** Distribution of peak-gene associations by their distances to the transcription start site (TSS). **(C)** Distribution of ChIP-seq peaks by their locations. The majority of peaks are located in intronic (4428) or intergenic (4844) regions, while 1670 peaks were located in promoter regions. **(D)** The two most enriched Scx binding motifs from ChIP-seq peaks. **(E)** Comparison of 7520 genes with associated ChIP-seq peaks, with 970 genes that were up-regulated in GFP+ hindlimb cells from E13.5 to E15.5 by at least 1.5-fold. **(F)** Gene ontology analysis of the 490 differentially expressed genes with associated peaks from panel **(E)**. Representative GO terms are listed in the order of their *p*-values, with the most enriched GO term on top.

Genomic Regions Enrichment of Annotations Tool analysis of the ChIP-seq data recovered 7,520 genes associated with the Scx-binding genomic regions. 

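With the basal plus extension rule, 7568 protein-coding genes had at least 1 Scx peak. A single peak was assigned to 3643 of these genes and 10 or more peaks to 290, with a median of 2 and a highest number of 33. Genes with many peaks included *Eya1* (16 peaks) and *Six2* (11 peaks), which encode transcription regulators of limb mesenchyme, the cadherin gene *Fat3* (15 peaks) and the chemokine gene *Cxcl12* (11 peaks). *Ssc5d* and *Zfp185* each had 1 peak, which lay in the promoter. Close to gene starts, 2789 pairs of a peak and its gene lay 0 to 5 kb downstream of the TSS and 1183 lay 0 to 5 kb upstream. A gene with a long domain has more room for a peak, so the number of peaks per gene reflects the spacing of genes as well as binding.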

To gain insight into Scx-mediated transcriptional regulation during early tendon development, we compared the ChIP-seq data with the previously reported RNA-seq data analyzing transcriptome profiles of developing mouse hindlimb tendons (Liu et al., 2015). We found that high quality Scx ChIP-seq peaks were detected in 490 of the 970 genes whose expression was upregulated by more than 1.5-fold in Scx-GFP^+^ cells during early tendon cell differentiation in the mouse hindlimb from E13.5 to E15.5 (Figure 2E). GO analysis showed that this group is highly enriched with genes playing roles in “extracellular matrix organization,” “collagen fibril organization,” and “connective tissue development” (Figure 2F), consistent with a major role of Scx in regulating tendon formation.

### Characterization of a New *Scx* Mutant Mouse Resource

Whereas several distinct *Scx* mutant mouse lines have been reported (Murchison et al., 2007; Yoshimoto et al., 2017; Shukunami et al., 2018), none of these are available to the wide biomedical research community through the Mutant Mouse Resource Centers. On the other hand, the United States National Institutes of Health-funded Knock-out Mouse Project (KOMP) Consortium has generated a *Scx*-knockout mouse line [C57BL/6N-*Scx^*tm1.1(KOMP)Vlcg*^/MbpMmucd*] and made available through the Mouse Biology Program at the University of California Davis, but the tendon developmental defects in mice homozygous for this particular *Scx* knockout allele has not been described. We obtained the C57BL/6N-*Scx^*tm1.1(KOMP)Vlcg*^/MbpMmucd* mouse line and established a breeding colony. 

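In the KOMP allele of *Scx* the deleted segment, as the paper describes it, runs from base 76457602 to base 76459176 of chromosome 15 in mm10. It takes 680 of the 1136 bp of the annotated *Scx* exons, with the whole coding sequence. The 456 bp of exon sequence that remain (40.1%) are the 164 bp of 5′ UTR in exon 1 and the last 292 bp of 3′ UTR in exon 2. *Bop1*, which encodes a ribosome biogenesis factor on the opposite strand, spans bases 76452989 to 76477277, so that both exons of *Scx* lie within it.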

The *Scx*^*tm1.1(KOMP)*^ allele (abbreviated as *Scx*^–^ in the rest of the report) contains an insertion of the VelociGene ZEN-Ub1 LacZ reporter cassette replacing the entire protein-coding sequences from the translation start site in Exon-1 to 56 bp 3′ to the translation STOP codon in Exon-2 of the *Scx* gene (Figure 3A). We confirmed the structure and correct integration of the *lacZ* reporter cassette at the *Scx* locus through Sanger sequencing of genomic PCR products. However, no specific beta-galactosidase reporter activity was detected in developing tendon tissues in the heterozygous and homozygous mutant mouse embryos, likely due to reporter gene silencing described previously in multiple other KOMP mouse lines (Kirov et al., 2015). To confirm that Scx function is lost in the *Scx*^–/–^ embryos, we carried out *in situ* hybridization assay using a probe specific for the *Scx* coding sequence and found that *Scx* mRNA expression was completely absent in the *Scx*^–/–^ embryos (Figures 3B,C).

**FIGURE 3:**
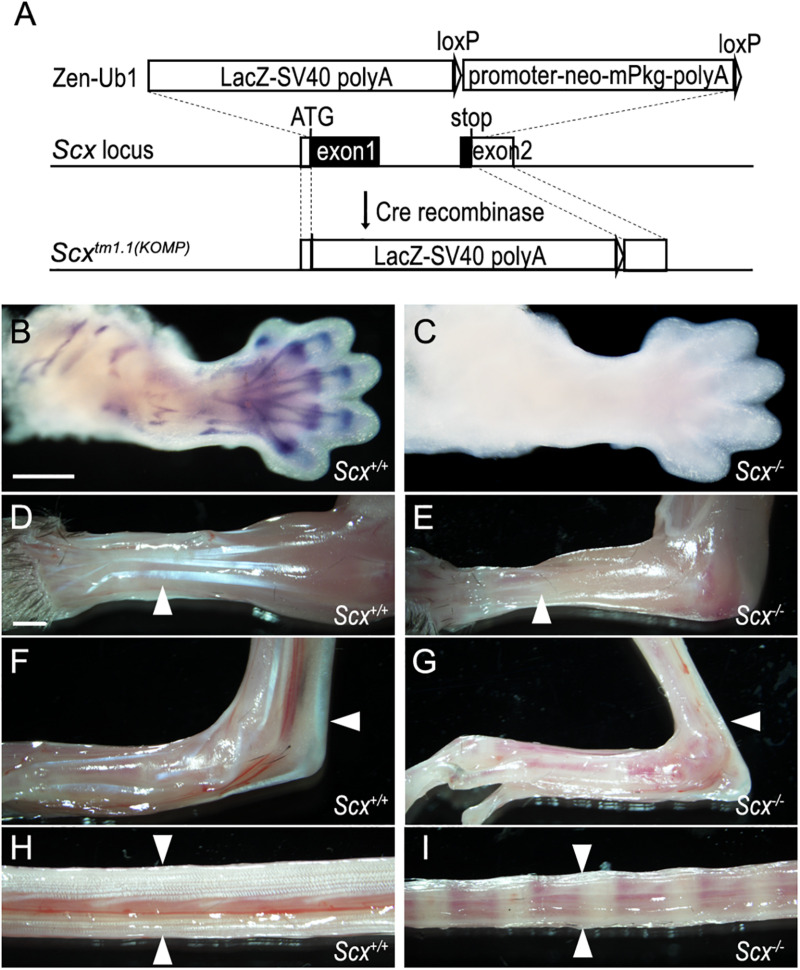
Characterization of a *Scx* null mutant mouse strain. **(A)** Schematic diagram and strategy of generating *Scx* null mutant allele. A VelociGene ZEN-Ub1 LacZ reporter cassette was inserted after the endogenous *Scx* ATG codon, by homologous recombination, and replaced the entire *Scx* coding sequence plus a 56 bp 3′ UTR sequence. **(B,C)** *In situ* hybridization on E13.5 *Scx*^–/–^ mutant and control forelimbs, with an anti-sense RNA probe against the protein coding region of the *Scx* mRNAs. **(D–I)** Whole mount view of tendons in forelimb **(D,E)**, hindlimb **(F,G)**, and tail **(H,I)** from *Scx*^–/–^ mutant **(E,G,I)** and control littermates **(D,F,H)** at P21. White arrowheads point to extensor digitorium communis in panels **(D,E)**, Achilles tendons in panels **(F,G)**, and tail tendons in panels **(H,I)**. Scale bar is 500 μm in panel **(B)** and 1000 μm in panel **(D)**.

We further characterized the phenotypes of the *Scx*^–/–^ mutant mice. *Scx*^–/–^ mice were born at Mendelian ratio, but with reduced body size and severely impaired limbs, with the autopod of both fore- and hind-limbs locked in a dorsal flexure (Supplementary Figure 1). All neonatal *Scx*^–/–^ mutant mice exhibited severe hypoplasia of major limb and tail tendons (Figures 3D–I). Analysis of skeletal preparations showed that *Scx*^–/–^ mutants lacked the deltoid tuberosity of the humerus in the forelimb and exhibited reduced size of the patella and the entheseal cartilage of the calcaneus in the hindlimb (Supplementary Figures 2A–D). In addition, the transverse processes of the lumbar vertebrae were reduced in the *Scx*^–/–^ mutants (Supplementary Figures 2E, F). Using a previously reported Scx-GFP transgenic reporter (Pryce et al., 2007), we found that tendon differentiation and condensation in the developing limbs were disrupted by E15.5 in the homozygous mutant embryos (Supplementary Figure 3). The tendon and skeletal defects in these *Scx*^–/–^ mice are similar to those reported previously in two other independent *Scx* mutant mouse lines (Murchison et al., 2007; Shukunami et al., 2018). Thus, this KOMP-generated *Scx* knockout mouse line is a valuable resource for the biomedical research community for further studies of Scx function *in vivo*.

### Analysis of Scx-Dependent Transcriptome Expression Profiles During Early Tendon Cell Differentiation *in vivo*

We crossed the *Scx-GFP* transgenic reporter (Pryce et al., 2007) into the new *Scx^+/–^* mouse line and then intercrossed *Scx^+/–^; Scx-GFP* mice for analysis of transcriptomic effects of Scx during early tendon cell differentiation. 

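RNA-seq compared Scx-GFP+ forelimb cells of 3 *Scx*-/- samples with those of 3 control littermate samples at E15.5. Scx-GFP is a transgenic reporter, so cells were sorted by reporter activity in both genotypes. The authors aligned the reads to mm10, counted reads per gene with featureCounts, left out genes of the Y chromosome, estimated an unwanted component with RUVs to account for sex, and compared the groups with DESeq2. The authors' deposited table gives, for each of 15671 genes, the log2 fold change of *Scx*-/- over control, its p-value and FDR, and the authors' mean FPKM of each group. Values of single samples, their depth and the spread between them were not analysed here, so no error is given beside a mean. In the authors' deposited table, log2 fold changes of all 68 called genes are smaller in size than log2 ratios of the authors' mean FPKM (for *Fmod*, -0.91 against -1.92), and mean FPKM is therefore given beside them. The table marks 2266 genes as silent and 13405 as not silent. *Xist*, the RNA that coats the inactive X chromosome in female cells, had an authors' mean of 174.7 FPKM in control and 24.9 in *Scx*-/- cells, and *Tsix*, its antisense partner, 31.8 and 6.67, with no p-value for either in the authors' deposited table. Reads of these overlapping genes cannot be told apart unless counting used strand. The groups may thus differ in sex, which the authors' RUVs step was meant to account for. Group means alone cannot separate sex from genotype. Gene lists were tested on the authors' p-values with camera of limma at a preset correlation of 0.01 between genes, over genes of mean FPKM of at least 1. The lists were fixed before the data were examined but after the paper was read, and many of them hold genes that it names.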

Scx-GFP^+^ cells were isolated by FACS from freshly dissected forelimb tissues from E15.5 wildtype, *Scx^+/–^*, and *Scx*^–/–^ mutant embryos for RNA-seq analysis. Analysis of the RNA-seq results from three *Scx*^–/–^ embryos and three control littermates identified 68 genes that exhibited significant changes in expression levels (FDR < 0.05) in the forelimb Scx-GFP^+^ cells in E15.5 *Scx*^–/–^ embryos compared with their control littermates (Figures 4A–D). 

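The targeted gene, *Scx*, had an authors' mean of 88.6 FPKM in control and 41.9 FPKM in *Scx*-/- cells in the authors' deposited table (log2 fold change -0.22, FDR 0.366 by DESeq2), and it was not among the genes called changed. This value checks the genotype labels only in part, because the allele keeps exon sequence at both ends of the gene. Of the 68 genes called changed in the authors' deposited table, 37 were lower and 31 were higher in *Scx*-/- cells. By mean FPKM, 12 of the lower genes changed by 2-fold or more, whereas of the higher genes 1 did, the prostaglandin D2 synthase gene *Ptgds* (authors' mean of 2.36 FPKM in control and 5.68 in *Scx*-/- cells). Of these lower genes, *Ccdc85a*, *Cilp2*, *Col22a1*, *Plch1* and *St8sia1* had authors' means under 1 FPKM in both groups, and ratios at such low levels are uncertain. The deposited log2 fold changes averaged 0.41 in size among lower genes and 0.36 among higher genes (p = 0.0123 by a two-sided permutation test with 100000 resamples, in which genes stand for replicates). On log2 ratios of the authors' mean FPKM from the authors' deposited table, a scale chosen after seeing the data, the averages were 0.92 and 0.53 (p = 3.1e-04 by the same permutation test). The low-level genes named above are part of these averages. The lower group held the genes of tendon proteins *Fmod* and *Tnmd*, and the higher group held genes of secreted regulators such as *Sfrp4*. When the authors' p-values were adjusted again over the 8285 genes of mean FPKM of at least 5, 22 genes were lower and 27 were higher, and 45 of these 49 were among the authors' 68.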

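Genes that fell in *Scx*-/- cells carried Scx peaks more often than other genes. Of 36 lower genes with a protein-coding TSS, 32 (88.9%) had a Scx peak, against 5841 of 12702 genes not called changed (46.0%), an odds ratio of 9.40 (p = 9.9e-08 by Fisher's exact test, two-sided). Of 30 higher genes, 18 (60.0%) had a peak, an odds ratio of 1.76 against the genes not called (p = 0.143 by the same exact test). The difference between lower and higher genes gave an odds ratio of 5.33 (p = 0.0092 by the same exact test). In 9 of the lower genes a peak lay within 5 kb of the TSS, namely *Aqp1*, *C1qtnf3*, *Ccdc88a*, *Cyr61*, *Fat3*, *Fmod*, *Rflnb*, *Ssc5d* and *Zfp185*. No peak was assigned to *Anxa8*, *Klf2*, *Metap1d* and *Tmem132b*, and *4933404O12Rik*, which was not matched to a protein-coding TSS, was not in this comparison. Lower genes had 3.75 peaks each on average, higher genes 2.83 and genes not called 1.28. Domains were longer at changed genes, with medians of 216 kb at lower, 482 kb at higher and 99.9 kb at other genes. With domain length in a logistic model, the odds ratio was 5.94 for lower genes (95% interval 2.03 to 17.3), 0.583 for higher genes (0.258 to 1.32) and 10.2 for lower against higher genes (2.65 to 39.1). With expression level added, a setting chosen after seeing the data, it was 0.399 for higher genes (0.173 to 0.920) and 15.2 for lower against higher genes (3.87 to 59.7). With domains extended by at most 100 kb, the odds ratio was 4.00 for lower genes against genes not called (p = 1.0e-04 by Fisher's exact test) and 2.60 for lower against higher genes (p = 0.0785 by the same exact test). With the single nearest TSS, it was 2.25 for higher genes (p = 0.0351 by the same exact test).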

Comparison of the Scx-dependent differentially expressed genes with the Scx ChIP-seq data revealed that 32 of the significantly down-regulated genes were associated with Scx occupancy in the tendon progenitor cells (Figure 4E and Table 1). These genes are likely critical direct target genes mediating Scx function in tendon formation and early tendon cell differentiation. Indeed, GO analysis of this gene group showed that “tendon development,” “tendon cell differentiation,” “keratan sulfate biosynthesis,” and “ECM organization” are among the most significantly enriched biological processes (Figure 4F). 

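Of 26 tendon differentiation markers, 7 fell in *Scx*-/- cells and none rose (9 lower when adjusted over the list alone). Besides *Fmod*, *Tnmd*, *Kera*, *Htra3* and *Mkx*, these were *Thbs4*, which encodes a matrix protein of tendon and muscle attachment (authors' mean of 66.0 FPKM in control and 49.3 in *Scx*-/- cells, FDR 0.0121 by DESeq2 in the authors' deposited table), and *Cilp2*. Of 16 genes of keratan sulfate synthesis and its core proteins, 3 fell and none rose, also when adjusted over the list alone. They were the core protein genes *Fmod* and *Kera* and the sulfotransferase gene *Chst5*, with an authors' mean of 2.88 FPKM in control and 0.852 in *Scx*-/- cells in the authors' deposited table. The tendon list holds *Scx* itself, the deleted gene. It is among the 9 genes lower when adjusted over the list alone, and it entered the list test. The tests of both lists ran downward (adjusted p = 1.3e-11 for tendon markers and 4.6e-05 for keratan sulfate genes, from camera of limma). On ranks in place of values, a form added after seeing the data, both calls ended (adjusted p = 0.224 and 0.400). All genes called in both lists are among the lower genes with a peak that the paper lists from the same samples. The lists were drawn up after reading the paper, so their direction is not independent evidence. Among 13 small leucine-rich proteoglycans, *Fmod* and *Kera* fell and *Aspn* rose (also 1 higher and 2 lower when adjusted over the list alone), with an adjusted p of 0.0234 downward but a median log2 fold change of +0.01, and an adjusted p of 0.0687 at a preset correlation of 0.05. *Dcn* and *Lum*, of the same family, did not pass the test, with authors' means of 668 and 649 FPKM for *Dcn* and 366 and 387 FPKM for *Lum* in control and *Scx*-/- cells in the authors' deposited table. Of 23 genes of collagen processing and crosslinking, among them *Serpinh1* and *Lox*, 0 were called by DESeq2, also when adjusted over the list alone (adjusted p = 0.440 upward, with a median log2 fold change of -0.01). Lists of other processes moved along with the tendon markers: cell cycle genes (adjusted p = 4.6e-05, also from camera of limma) and dissociation and immediate early genes (adjusted p = 2.1e-04) were shifted downward, with 0 of 24 and 1 of 22 genes called lower. From the peaks at the lower genes and the processes enriched among them, the paper proposes that these genes are direct targets through which Scx acts in tendon formation.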

The most significantly down-regulated Scx target genes in the E15.5 *Scx*^–/–^ forelimb tendon cells include *Fmod*, *Tnmd*, *Kera*, and *Col11a1* (Figure 4C and Table 1), of which each plays important roles in tendon cell differentiation and/or collagen fibrillogenesis (Svensson et al., 1999; Pellegata et al., 2000; Docheva et al., 2005; Kilts et al., 2009; Wenstrup et al., 2011; Sun et al., 2020) but only *Tnmd* has previously been identified as a Scx transcriptional target gene (Li et al., 2015; Shukunami et al., 2018). 

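*Fmod*, which encodes fibromodulin, a proteoglycan that regulates collagen fibril assembly, fell most by log2 fold change in the authors' deposited table (-0.91, FDR 3.9e-18 by DESeq2), from an authors' mean of 84.7 FPKM in control to 22.3 in *Scx*-/- cells. *Tnmd*, which encodes the tendon membrane protein tenomodulin, fell most among these 4 genes by mean FPKM, from an authors' mean of 134.7 to 13.8 FPKM (log2 fold change -0.54, FDR 3.2e-14) in the authors' deposited table. *Kera*, which encodes keratocan, fell from an authors' mean of 243 to 112 FPKM (log2 fold change -0.50, FDR 1.8e-04) in the authors' deposited table. *Col11a1*, which encodes a chain of the fibril-forming collagen XI, fell from an authors' mean of 87.8 to 63.1 FPKM (log2 fold change -0.39) in the authors' deposited table. The ratio of mean FPKM in control over *Scx*-/- cells was 3.80 for *Fmod*, 9.73 for *Tnmd*, 2.17 for *Kera* and 1.39 for *Col11a1*. In mm10, *Fmod* lies on chromosome 1 from 134037254 to 134048277, *Tnmd* on chromosome X from 133850980 to 133865577, *Kera* on chromosome 10 from 97606879 to 97613692 and *Col11a1* on chromosome 3 from 114030540 to 114220718, all on the plus strand.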

The Scx-dependent target genes also include three genes encoding transcription factors, *Mkx*, *Six2*, and *Eya1* (Table 1). 

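*Mkx*, which encodes the homeobox protein Mohawk of tendon cells, fell from an authors' mean of 22.9 FPKM in control to 16.5 in *Scx*-/- cells (log2 fold change -0.38, FDR 8.9e-04 by DESeq2) in the authors' deposited table. *Six2* fell from an authors' mean of 6.34 to 3.96 FPKM (FDR 0.0188) and *Eya1*, whose product is a transcriptional cofactor, from 4.01 to 2.69 FPKM (FDR 0.0393) in the authors' deposited table. Of 24 transcription factor genes of limb patterning, these 3 were lower and none was higher, also when adjusted over the list alone. The list as a whole did not pass its test (adjusted p = 0.394 downward, with a median log2 fold change of 0.00). *Mkx* lies on the minus strand of chromosome 18 from 6934518 to 7004780 and had 4 peaks, the nearest 33399 bp upstream of its TSS. The nearest of the peaks of *Six2*, on chromosome 17 from 85684277 to 85688274, lay at a distance of 135585 bp, and that of *Eya1*, on chromosome 1 from 14168954 to 14310235, at 47556 bp.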

Mkx function is required for tendon fibril growth and tendon homeostasis (Ito et al., 2010; Liu et al., 2010, 2019; Suzuki et al., 2016).

**FIGURE 4:**
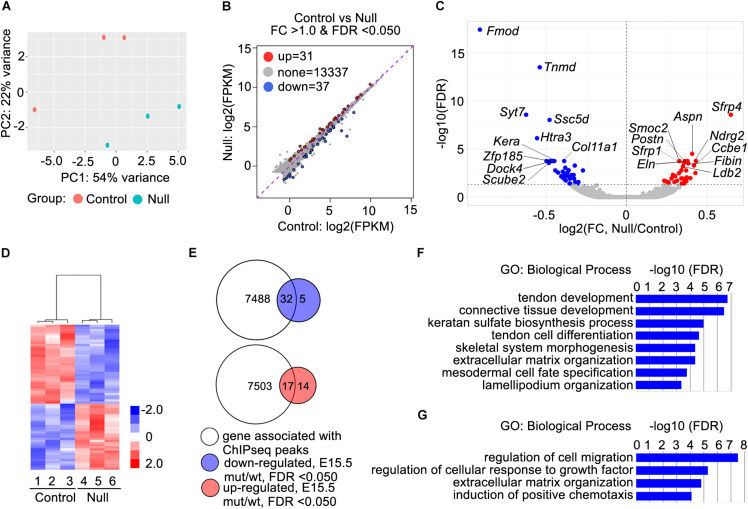
RNA-seq data analysis and identification of candidate Scx direct target genes. **(A)** Principal component plot displaying the three *Scx*^–/–^ and three control samples along PC1 and PC2, which account for 54 and 22%, respectively, of the variability within the RNA-seq dataset. **(B)** MA plot displaying differential expression profiles of the *Scx*^–/–^ and control samples. Up-regulated genes are marked in red whereas down-regulated genes are marked in blue. **(C)** Volcano plot displaying the log_2_ fold change against the log_10_ value of the FDR adjusted *P* value. Up-regulated genes are shown in red while down-regulated genes shown in blue. Top 10 down-regulated and top 10 upregulated genes are marked by with symbol. **(D)** Heatmap showing hierarchical clustering on the 68 differentially expressed genes. The z-score scale bar represents relative expression+/- 2SD from the mean. **(E)** Comparisons of 7520 genes with associated Scx binding peaks with 37 down-regulated genes in *Scx*^–/–^ samples at E15.5 and 31 up-regulated genes in *Scx*^–/–^ samples at E15.5 **(B)**. **(F,G)** Gene ontology analyses of 32 down-regulated genes associated with Scx-binding peaks and 17 up-regulated genes associated with Scx-binding peaks, respectively. Representative GO terms are listed in the order of their *P* values, with the most enriched GO term on top.

**TABLE 1:** Genes with associated Scx-binding peaks and down-regulated in *Scx*^–/–^ tendon cells at E15.

Gene symbol	Scx-binding peaks (numbers indicate distance to TSS, in bp)							
*Adgrg2*	−184004							
*Aqp1*	−90524*	−41742	−3597	−3169	+2103			
*C1qtnf3*	−229323*	−79453	−75909	−23517	−11848	−3835*	−623*	
*Ccdc85a*	+114267	+118157						
*Ccdc88a*	−13517	−2700	−1					
*Chst5*	+5231	+5847						
*Cilp2*	+9479							
*Col11a1*	−170353	−98636	+34903	+35353				
*Col22a1*	+106886							
*Cyr61*	+931							
*Dock4*	+210357	+248137	+250413	+256430	+256533	+295104	+342939	+343124
*Enpp2*	+114774							
*Eya1*	−375541	−112658	−47591	+52976	+165834	+173401	+378637	+382083
*Fat3*	−425380	−329482	−140752	−895	+33046	+230423	+246601	+348404*
*Fmod*	−95614	−58501	−23204	−26				
*Htra3*	+57656	+70290*						
*Kera*	+5138	+12293	+17683	+19969				
*Mkx*	−231675*	−227917*	−83259	−33399				
*Mtcl1*	+20857	+32469	+84844	+214107				
*Naalad2*	+4887							
*Olfml2b*	−38976	−5227	+7772	+11134	+57278	+74224		
*Plch1*	+27008	+268469	+357217					
*Rflnb*	−132608*	−97812*	−71599	−15311	−14423	−14271	−55	
*Scube2*	+14689	+30597						
*Six2*	−247206	−242150	−218515	−205193	−193527	−173342	−164957	−135585
*Ssc5d*	−776							
*St8sia1*	+18010	+26582	+26704	+149719*				
*Syt7*	−69362	−7436	+14213	+39584*				
*Thbs4*	−37977	−33745	+62949	+155236*				
*Tmem44*	+14520	+71219						
*Tnmd*	−90582	−20742						
*Zfp185*	−423							

*Peak located in neighboring gene.

Analysis of RNA-seq data also revealed 31 genes that were significantly up-regulated in the Scx-GFP^+^ forelimb cells of E15.5 *Scx*^–/–^ embryos compared with control littermates (Figures 4B–D). Among these, 17 genes were associated with Scx ChIP-seq peaks in the tendon progenitor cells (Figure 4E and Table 2). 

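The genes that rose in *Scx*-/- cells were led by *Sfrp4*, which encodes a secreted inhibitor of Wnt signaling, with an authors' mean of 13.4 FPKM in control and 26.4 in *Scx*-/- cells (log2 fold change 0.65, FDR 2.8e-09 by DESeq2) in the authors' deposited table. Of 19 Wnt pathway genes, *Sfrp4*, *Sfrp1* and the Wnt agonist gene *Rspo2* rose and none fell, also when adjusted over the list alone (adjusted p = 0.0035 from camera of limma). This call ended on ranks in place of values (adjusted p = 0.400). The Wnt list was drawn up after reading the paper and holds genes that it labels, so its direction is not wholly independent evidence. Of 13 joint and synovial markers, 1 rose, the lubricin gene *Prg4*, from an authors' mean of 3.70 to 5.40 FPKM in the authors' deposited table (3 higher and 1 lower when adjusted over the list alone). The joint list was shifted upward (adjusted p = 0.0152), as were the markers of osteoblasts and perichondrium (adjusted p = 0.0380 over 7 genes, 0 of 11 measured genes called by DESeq2, also when adjusted over the list alone) and of blood and macrophages (adjusted p = 0.0177, 0 of 15 called, also when adjusted over the list alone). At a preset correlation of 0.05 these calls ended (adjusted p of 0.0597, 0.0687 and 0.0646), whereas on ranks that of blood and macrophages was kept (adjusted p = 0.0079). The hemoglobin gene *Hbb-bs* had an authors' mean of 114 FPKM in control and 157 in *Scx*-/- cells in the authors' deposited table. Of 18 markers of muscle connective tissue and fibroblasts, the dermatopontin gene *Dpt* rose (2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.149 for the list).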

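The growth factor gene *Igf1*, the sulfatase gene *Sulf1*, the proteoglycan gene *Aspn*, *Fibin* and *Adgrb3* each rose and had a Scx peak within 5 kb of the TSS. The peak nearest to the *Igf1* start spans bases 87859011 to 87859210 of chromosome 10 and holds CAGCTG at bases 87859103 to 87859108 (GTTCCCCCAGCTGTTTCCTG). The peak at *Sulf1* spans bases 12692372 to 12692571 of chromosome 1 and holds CAGATG at bases 12692504 to 12692509 (GTTTCAACAGATGGTTGGGG). A peak of *Aspn* within 5 kb of its TSS also holds CAGCTG. No Scx core was found in the peaks of *Adgrb3* and *Fibin* within 5 kb, or in a further such peak each of *Igf1* and *Aspn*. The other higher genes with an assigned peak had their nearest peak at distances from 7097 bp (*Epha3*) to 329510 bp (*Dio2*). No peak was assigned to the Wnt regulators *Sfrp4*, *Sfrp1* and *Rspo2* or to *Dpt*, *Ndrg2* and *Ptgds*. The E-box core was present in 59 of the 85 peaks of higher genes (69.4%) and in 80 of the 135 peaks of lower genes (59.3%), a difference that did not pass Fisher's exact test (p = 0.152, two-sided). The log2 number of peaks per gene, with 1 added, exceeded that of genes not called by 0.60 at higher genes (p = 0.0011 by permutation test) and by 1.09 at lower genes (p = 1e-05, the smallest that 100000 resamples can give). In these tests genes stand for replicates and domain length is not accounted for. Median domains were 482 kb at higher genes, 216 kb at lower genes and 99.9 kb at genes not called. With domains extended by at most 100 kb, the excess at higher genes was 0.19 (p = 0.166 by permutation test).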

GO analysis of this group of genes showed that many of these, including *Ccbe1*, *Cxcl12*, *Epha3*, *Fgf10*, *Igf1*, *Ldb2*, *Postn*, *Smoc2*, and *Surf1*, are involved in “regulation of cell migration” (Figure 4G). In addition, *Surf1*, *Postn*, *Smoc2, Eln*, and *Nid2* are involved in regulation of “extracellular matrix organization,” whereas *Cxcl12* and *Fgf10* have been implicated in “induction of chemotaxis” (Figure 4G and Table 2). 

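*Igf1* rose from an authors' mean of 149.9 FPKM in control to 197.6 in *Scx*-/- cells (log2 fold change 0.33, FDR 0.00331 by DESeq2), and the chemokine gene *Cxcl12* from 25.5 to 31.6 FPKM (log2 fold change 0.26, FDR 0.0296), in the authors' deposited table. *Ccbe1*, which encodes a secreted regulator of lymphatic growth, rose from an authors' mean of 7.16 to 10.6 FPKM, and *Ldb2*, which encodes a LIM domain binding protein, from 29.7 to 40.0 FPKM in the authors' deposited table. Of 23 chemokine and growth factor genes of cell migration, *Ccbe1*, *Cxcl12*, *Igf1*, *Postn* and *Smoc2* rose and none fell (6 higher and 3 lower when adjusted over the list alone). The list passed its test upward (adjusted p = 2.8e-04 from camera of limma), a call that ended on ranks in place of values (adjusted p = 0.263). It was drawn up after reading the paper, which names all its called genes as rising in the same samples. Its direction is therefore not independent evidence. *Fgf10*, of the 15 measured genes of the FGF pathway, rose from an authors' mean of 7.31 to 9.67 FPKM (FDR 0.0196) in the authors' deposited table. The FGF list as a whole did not pass its test (adjusted p = 0.795, 1 higher and 1 lower when adjusted over the list alone). *Surf1* had an authors' mean of 9.11 FPKM in control and 9.96 in *Scx*-/- cells (FDR 0.999) in the authors' deposited table.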

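*Postn*, which encodes periostin, rose from an authors' mean of 986 FPKM in control to 1328 in *Scx*-/- cells (FDR 2.8e-04 by DESeq2) in the authors' deposited table. *Eln*, which encodes elastin, rose from an authors' mean of 44.7 to 60.8 FPKM and *Nid2*, which encodes the basement membrane protein nidogen 2, from 53.4 to 66.8 FPKM (FDR 0.0115), in the authors' deposited table. *Smoc2* rose from an authors' mean of 66.0 to 85.5 FPKM, and *Sulf1*, which encodes a heparan sulfate sulfatase, from 93.5 to 112 FPKM (FDR 0.0196), in the authors' deposited table. Of 25 genes of elastic fibers and basement membranes, *Eln* and *Nid2* rose and none fell (3 higher when adjusted over the list alone). The list passed its test upward (adjusted p = 7.6e-05 from camera of limma) and also on ranks in place of values (adjusted p = 0.0079). It was drawn up after reading the paper, which names *Eln* and *Nid2* among the genes that rose, so its direction is not wholly independent evidence.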

Taken together, Scx regulates early tendon cell differentiation by controlling the expression of multiple ECM components as well as signaling pathways controlling cell behavior.

**TABLE 2:** Genes with associated Scx-binding peaks and upregulated in *Scx*^–/–^ tendon cells at E15.5.

Gene symbol	Scx-binding peaks (numbers indicate distance to TSS, in bp)							
*Adgrb3*	−746	+600918*						
*Aspn*	−37162*	+1353	+3527					
*Ccbe1*	−112895	+57507*	+192663*	+210538*				
*Cxcl12*	−311414	−222186	−200466	−83159	−63138	+18174	+139363	+248065
*Dio2*	+329510							
*Eln*	−153983*	−148138	−70385					
*Epha3*	+7097	+244725	+250929	+307693	+576357	+747465	+779839	+779948
*Fgf10*	−237483	+195887						
*Fibin*	−50132	−50030	−48436	−29864	+124	+267	+9459	+13190
*Igf1*	−206628	−183042	−182419	−148	+1161	+187057	+188639	
*Ldb2*	−322438*	−123018	−15277	+214796				
*Lingo2*	−801973*	−15799	+145957					
*Nid2*	+66867*							
*Postn*	−10601	+127772	+129401	+226369	+297040	+304008		
*Prg4*	−339455*	−294031*	−251594	−149528	−106405	−23787		
*Smoc2*	−48448	+34969	+91272*	+217732	+231118	+327987	+385193*	
*Sulf1*	−513097	−254232	−111144	+194				

*Peak located in neighboring gene.

### Multiple Scx Target Genes Exhibited Specific Scx-Dependent Expression During Tendon Differentiation

We further analyzed the patterns of expression of the top 10 down-regulated genes in the E15.5 *Scx*^–/–^ embryos from the RNA-seq data. 

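By the size of the log2 fold change in the authors' deposited table, the 10 genes that fell most were *Fmod*, *Syt7*, *Htra3*, *Tnmd*, *Kera*, *Mtcl1*, *4933404O12Rik*, *Ssc5d*, *Zfp185* and *Scube2*. *Ssc5d*, which encodes a soluble scavenger receptor, fell from an authors' mean of 43.4 FPKM in control to 29.6 in *Scx*-/- cells (log2 fold change -0.48, FDR 9.6e-09 by DESeq2) in the authors' deposited table. *Htra3*, which encodes a serine peptidase, fell from an authors' mean of 19.3 to 11.2 FPKM (log2 fold change -0.56, FDR 7.5e-07) and *Zfp185* from 21.2 to 8.69 FPKM (log2 fold change -0.47), in the authors' deposited table. *Scube2* fell from an authors' mean of 10.8 to 6.72 FPKM, *Mtcl1* from 2.00 to 1.11 FPKM and *4933404O12Rik* from 3.99 to 2.24 FPKM in the authors' deposited table. Genes that rose most by the same measure included *Sfrp4*, *Ndrg2*, *Dio2*, *Ccbe1*, *Aspn*, *Fibin*, *Eln* and *Prg4*. *Ndrg2* rose from an authors' mean of 16.8 to 24.9 FPKM (log2 fold change 0.43) and *Aspn* from 103.6 to 146.8 FPKM (FDR 3.2e-05) in the authors' deposited table.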

Whole mount *in situ* hybridization analyses showed that the *Fmod, Htra3, Kera, Ssc5d, Tnmd*, and *Zfp185* genes each exhibited highly specific patterns of expression in the developing tendon tissues in E14.5 wildtype embryos and their expression in the developing limb tendons was dramatically reduced in the *Scx*^–/–^ littermates (Figures 5A–L). Furthermore, quantitative real-time RT-PCR analysis revealed that expression of each of these genes was already significantly reduced in the Scx-GFP^+^ forelimb mesenchyme cells in *Scx*^–/–^ embryos by E13.5, in comparison with their control littermates (Figure 5M). Among those, *Fmod* and *Tnmd* have been reported to play important roles in tendon development whereas *Kera* plays crucial roles in other connective tissues including the cornea (Svensson et al., 1999; Pellegata et al., 2000; Docheva et al., 2005; Kilts et al., 2009). *Htra3* and *Zfp185* exhibited specific expression in the developing tendons, similar to *Tnmd*, whereas *Ssc5d* exhibited a similar pattern of expression as *Fmod* in both tendon cells and in joint cells (Figure 5). Further *in situ* hybridization analysis of serial transverse sections through the digit, metacarpal, and zeugopod regions of the E15.5 forelimb samples confirmed the specificity of expression of *Htra3*, *Zfp185*, and *Tnmd* throughout the differentiating tendon cells (Supplementary Figure 4). Examination of the Scx ChIP-seq profiles associated with these genes showed high quality enrichment of Scx binding at the basal promoter regions of *Fmod*, *Ssc5d*, and *Zfp185* whereas Scx binding was also specifically enriched at distal regulatory elements associated with *Fmod*, *Kera*, *Htra3*, and *Tnmd* (Figure 6). 

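At *Fmod*, the promoter peak spans bases 134037129 to 134037328 of chromosome 1, with its center 26 bp upstream of the TSS, and the sequence around its TGGAAA is AACCCAGTGGAAAGAAGGTG. Intergenic peaks lay 95614, 58501 and 23204 bp upstream of *Fmod*. The peak 58501 bp upstream holds the Scx core CATCTG at bases 133978743 to 133978748 (AGATGAGCATCTGGGATTCT). At *Ssc5d*, on chromosome 7 from 4925785 to 4944826, the promoter peak lies 776 bp upstream and holds CATCTG at bases 4924960 to 4924965 (CCAAGCCCATCTGGTTTTTT). At *Zfp185*, on chromosome X from 72987339 to 73031543, the promoter peak lies 423 bp upstream and holds CATCTG at bases 72986902 to 72986907 (GGATCTCCATCTGTAAAATG) and at bases 72986955 to 72986960 (CCGCCAGCATCTGTGGAAGT). At *Kera*, a peak 5138 bp downstream of the TSS lies in an intron of the annotation and holds CATCTG at bases 97612038 to 97612043 (CAGGTAACATCTGTAAGAAT). Further peaks of *Kera* lay 12293, 17683 and 19969 bp downstream in intergenic sequence, and peaks 41063, 69510 and 69645 bp upstream were assigned to its neighbors *Lum* and *Dcn*. At *Htra3*, on the minus strand of chromosome 5 from 35652023 to 35679782, an intergenic peak lies 37656 bp downstream of the TSS and holds CAGATG at bases 35642046 to 35642051 (GTCCAGGCAGATGATTTTAG). A further peak of *Htra3*, in an intron of the annotation, lies 70290 bp downstream.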

Whereas the roles of *Htra3*, *Ssc5d*, and *Zfp185* in tendon development remain unknown, our finding that they are direct Scx targets that exhibit Scx-dependent activation during early tendon differentiation suggests that they play crucial roles downstream of Scx in tendon development.

**FIGURE 5:**
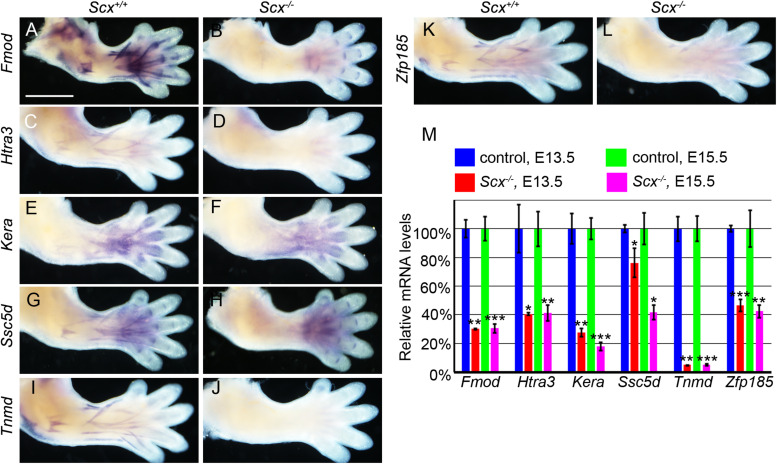
Characterization of candidate genes from ChIP-seq and RNA-seq. **(A–L)** Whole mount *in situ* hybridization of six candidate genes in E14.5 *Scx*^–/–^ mutant **(B,D,F,H,J,L)** and control **(A,C,E,G,I,K)** forelimbs. Expression of *Fmod, Kera, Ssc5d*, and *Zfp185* was dramatically reduced in *Scx*^–/–^ mutant limbs **(B,F,H,L)**, while expression of *Htra3* and *Tnmd* were nearly completely absent in *Scx*^–/–^ mutant **(D,J)**. Expression of *Fmod* and *Ssc5d* persisted in digit ligaments in the mutant limbs **(B,H)**. **(M)** Quantitative RT-PCR analysis of expression of the six candidate genes in *Scx*^–/–^ mutant and control forelimb samples at E13.5 and E15.5. All genes were significantly reduced in *Scx*^–/–^ mutants at both stages, compared with control littermates. *p < 0.05, **p < 0.01, ***p < 0.001.

**FIGURE 6:**
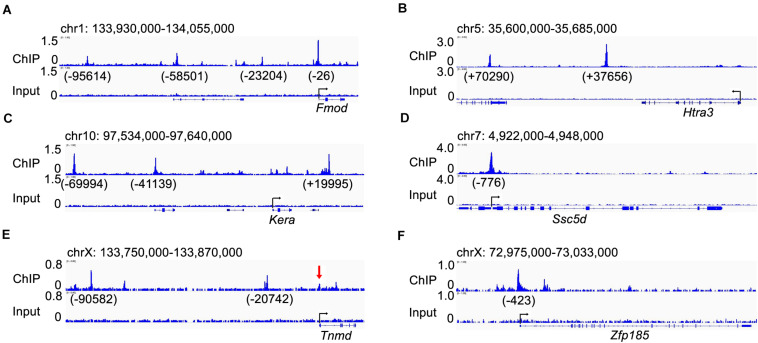
Visualization of the Scx-binding peaks associated with the candidate Scx direct target genes. **(A–F)** genome browser views of genomic regions containing, *Fmod* **(A)**, *Htra3* **(B)**, *Kera* **(C)**, *Ssc5d* **(D)**, *Tnmd* **(E)**, and *Zfp185* **(F)** genes. Numbers under each peak indicate the distance to the transcription start site (TSS) the marked gene. The red arrow in panel **(E)** point to a Scx-binding peak at the Tnmd gene promoter region that is recognizable upon careful examination but was below the FDR < 0.01 threshold for identifying genome-wide Scx binding sites in our ChIP-seq data analysis.

## Discussion

Previous genetic studies have identified Scx as the most crucial transcriptional regulator of tendon development as well as tendon homeostasis and repair (Murchison et al., 2007; Yoshimoto et al., 2017; Shukunami et al., 2018; Gumucio et al., 2020). Mice lacking Scx exhibited loss or severe disruption of force-transmitting tendons throughout the body as well as defects in entheseal development (Murchison et al., 2007; Killian and Thomopoulos, 2016; Yoshimoto et al., 2017). However, the molecular mechanisms mediating Scx function in tendon development is not well understood and very few Scx target genes in tendon cells have been identified. The lack of large scale identification of direct target genes of Scx in tendon development is largely due to the lack of a reliable specific antibody for mapping genome-wide Scx binding in tendon cells *in vivo*. Scx belongs to the class II bHLH family of transcription factors, of which many have been shown to bind to an E-box (CANNTG) motif (Cserjesi et al., 1995; Massari and Murre, 2000). However, this short redundant sequence can be found throughout the genome. Thus, previous studies of Scx-mediated transcriptional regulation of putative target genes primarily relied on *in vitro* biochemical assays including electrophoresis mobility shift assay of recombinant Scx protein binding to E-box containing promoter sequences and promoter reporter assays in cell transfection studies (Lejard et al., 2007; Shukunami et al., 2018; Paterson et al., 2020), and more recently ChIP-qPCR assays of candidate promoter regions (Paterson et al., 2020). In this study, we have generated *Scx*^*Flag*^ mice and demonstrate that this new mouse line enables direct analysis of endogenous Scx protein function in the normal developmental and physiological context. Whereas we have used this mouse line for genome-wide mapping of Scx binding sites in early developing limb tendon tissues, this mouse line will provide a valuable tool for direct analysis of Scx function in many developmental and disease processes where Scx plays a role.

Our ChIP-seq analysis identified 12,097 high quality Scx binding sites in the E13.5 mouse forelimb, with the most highly enriched *de novo* motif identified as 5′ CAG/TA/CTG 3′. Whereas previous *in vitro* studies have shown Scx binding to various E-boxes including CACGTG in the *Col1a1* promoter (Lejard et al., 2007), CAGGTG in the *Col2a1* promoter (Furumatsu et al., 2010), and CAAATG and CAGATG in the *Tnmd* promoter (Li et al., 2015), direct comparative EMSA analysis of Scx binding to five distinct E-box containing elements from the mouse *Tnmd* promoter region showed that Scx preferentially bound to CAGATG and CATCTG, but not the others (Shukunami et al., 2018). Thus, the consensus Scx binding motif from our ChIP-seq data matches perfectly with the EMSA-determined preferential Scx binding motif, which affirms our genome-wide mapped Scx-binding sites. 

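Among all Scx peaks, the other E-box forms named in these studies stood out less than CAGATG. CACGTG was present in 3.04% of peaks and 2.29% of the windows beside them (odds ratio 1.34, p = 2.5e-05 by Fisher's exact test, two-sided). CAGGTG, counted with CACCTG on the other strand, was present in 17.9% of peaks and 13.2% of windows (odds ratio 1.44, p = 2.4e-32 by the same exact test). CAAATG, counted with CATTTG, was less frequent in peaks (12.9%) than in windows (15.0%), an odds ratio of 0.841 (p = 8.8e-08 by the same exact test). Without CpG-island-like peaks, a setting chosen after seeing the data, this turned in direction, with CAAATG in 16.8% of peaks (odds ratio 1.10 against the windows beside them). Peaks and windows differ in base composition, which alone can shift the share of a short motif.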

Whereas several *in vitro* studies have repeatedly demonstrated Scx binding to the *Tnmd* promoter regions and Scx activated expression of *Tnmd* promoter-reporter constructs in co-transfected cells (Li et al., 2015; Shukunami et al., 2018), our ChIP-seq results showed that endogenous Scx binding was primarily enriched at two upstream locations at about 20 and 90 kb, respectively, from the *Tnmd* TSS (Figure 6E). 

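The *Tnmd* peaks lie 20742 and 90582 bp upstream of the TSS, on chromosome X from 133830139 to 133830338 and from 133760299 to 133760498. Both are in intergenic sequence and were assigned to *Pcdh19* as well as *Tnmd*. No Scx core and no TGGAAA was found within the 200 bp of either peak.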

A minor Scx binding peak was detected at the *Tnmd* basal promoter region (Figure 6E), which is enriched over 4-fold over the input but the FDR value, at 0.025, was below the stringent threshold (4-fold enrichment over input and FDR < 0.01) used for identifying the genome-wide Scx binding peaks in our analysis. It is possible that Scx binding to both the distal enhancers and the promoter region to synergistically activate *Tnmd* gene expression in tenocytes.

Whereas previous studies have shown that activation of *Tnmd* expression during tendon development depends on Scx function and that Tnmd plays crucial roles in tenocyte proliferation and maturation, *Tnmd* null mice exhibited a much milder tendon phenotype than *Scx*^–/–^ mice (Docheva et al., 2005; Murchison et al., 2007; Yoshimoto et al., 2017; Shukunami et al., 2018). Our ChIP-seq and RNA-seq results demonstrate that Scx directly regulates expression of a large number of genes during early tendon development, including activation of expression of many tendon cell-specific genes. In particular, we validated *Fmod, Htra3, Ssc5d*, and *Zfp185* as new direct target genes that dependent on Scx for their expression in the differentiating tendon cells. *Fmod*-deficient mice exhibited defects in tendon collagen fibrillogenesis (Chakravarti, 2002), but the roles of *Htra3*, *Ssc5d*, and *Zfp185* in tendon development are unknown. *Htra3* encodes a serine peptidase that cleaves proteoglycans, thus may function in ECM remodeling (Nie et al., 2003; Glaza et al., 2015). *Ssc5d* (*scavenger receptor cysteine rich family member with 5 domains*) has been implicated in playing a role at the interface between adaptive and innate immunity and in placental function (Goncalves et al., 2009). *Zfp185* encodes LIM domain type zinc finger protein (Heiss et al., 1997; Zhang et al., 2016). Whereas the Zfp185 protein was originally hypothesized to reside in the cell nucleus, subsequent *in vitro* cell biological studies suggested that Zfp185 binds to F-actin and may be involved in modulating dynamics of actin filaments (Wang et al., 2008; Zhang et al., 2016). Thus, these gene products have diverse cellular functions and loss of their expression during early tendon cell differentiation in the *Scx*^–/–^ embryos likely contributed to the severe disruption of tendon condensation phenotype.

Whereas our ChIP-seq analysis identified more than 12,000 high quality Scx-binding regions associated with over 7,500 genes in the embryonic forelimb tissues, our RNA-seq analysis uncovered a relatively small number of genes that exhibited significant differential expression in the Scx-GFP^+^ forelimb tendon cells between E15.5 *Scx*^–/–^ and control littermates. These results suggest that Scx participates in the regulation of a large number of genes during early tendon development, but other factors likely partly compensate for Scx function in the *Scx*^–/–^ mice. Nevertheless, the differential gene expression profiles uncovered by our RNA-seq data provide new insights into the molecular mechanisms underlying Scx-mediated regulation of tendon formation. It has been shown that the tendon microfibrils are highly disorganized in the *Scx*^–/–^ mouse embryos (Murchison et al., 2007). We found that expression of *Col11a1* was among the most down-regulated genes in the E15.5 *Scx*^–/–^ forelimb tendon cells. 

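Of the genes of fibrillar and fibril-associated collagens, 18 were measured, of which *Col11a1* and *Col22a1* fell in *Scx*-/- cells and none rose (3 lower when adjusted over the list alone). *Col22a1*, which encodes a collagen of tissue junctions, fell from an authors' mean of 0.922 FPKM in control to 0.400 in *Scx*-/- cells (FDR 0.0067 by DESeq2) in the authors' deposited table. *Col11a2*, which encodes another chain of collagen XI, had an authors' mean of 6.74 FPKM in control and 2.44 in *Scx*-/- cells and did not pass the test (FDR 0.104) in the authors' deposited table. The genes of the collagen I chains had authors' means of 1333 and 1178 FPKM for *Col1a1* and of 1249 and 1153 FPKM for *Col1a2* in control and *Scx*-/- cells in the authors' deposited table. The collagen list as a whole did not pass its test (adjusted p = 0.394 downward, with a median log2 fold change of +0.01). Relative to its TSS, *Col11a1* had Scx peaks at +34903 and +35353 bp, downstream, and at -98636 and -170353 bp, upstream.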

Recent studies have shown that ColXI, the gene product of *Col11a1*, plays an essential role in tendon fibril assembly and organization (Wenstrup et al., 2011; Sun et al., 2020). Mice with tendon-specific disruption of *Col11a1* in the Scx-expressing lineages exhibited abnormal tendon fibril structure, smaller fibril diameter and disrupted fibril alignment (Sun et al., 2020). Thus, activation of *Col11a1* expression in the differentiating tenocytes is likely an important part of Scx function in tendon formation. In addition to regulating tendon ECM organization and fibrillogenesis, Scx plays a crucial role in regulating tendon cell morphology and organization (Murchison et al., 2007). Whereas wildtype tenocytes develop a complex network of cytoplasmic extensions that engulf the collagen fibril bundles during tendon fibrillogenesis, the tenocytes in *Scx*^–/–^ mouse embryos exhibited much reduced and less complex cytoplasmic extensions (Murchison et al., 2007). We found that *Dock4*, encoding a key regulator of filapodia and lamellipodia protrusions (Hiramoto et al., 2006; Abraham et al., 2015), was among the top downregulated genes in the E15.5 tendon cells. As tenocyte cytoplasmic extensions likely also involve spatially regulated changes of the actin cytoskeleton, our finding of significant down-regulation of *Zfp185*, *Ccdc85a* and *Ccdc88a*, which all encode actin binding proteins, in the tendon cells in E15.5 *Scx*^–/–^ embryos suggests that Scx regulates expression of multiple cytoplasmic proteins to control tenocyte morphology and organization. Moreover, to maintain the stretched tenocyte morphology with a complex network of cytoplasmic extensions during tendon growth and elongation likely requires cell membrane repair mechanisms to maintain plasma membrane integrity. 

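*Dock4*, which encodes an activator of Rac signaling, fell from an authors' mean of 3.41 FPKM in control to 2.21 in *Scx*-/- cells (log2 fold change -0.45, FDR 1.8e-04 by DESeq2) in the authors' deposited table. *Ccdc88a* fell from an authors' mean of 40.8 to 33.1 FPKM (log2 fold change -0.27, FDR 0.0017) and *Ccdc85a* from 0.782 to 0.321 FPKM (log2 fold change -0.35, FDR 0.0123) in the authors' deposited table. Of 24 genes of actin protrusion and cytoplasmic extension, these 3 genes, *Zfp185* and the refilin gene *Rflnb* fell and none rose, also when adjusted over the list alone. The list passed its test downward (adjusted p = 0.0010 from camera of limma), a call that ended on ranks in place of values (adjusted p = 0.263). The list was drawn up after reading the paper and holds the genes it names here, so its direction is not independent evidence. A peak of *Ccdc88a* had its center 1 bp from the TSS and a peak of *Rflnb* 55 bp from it, whereas the nearest of the 9 peaks of *Dock4* lay 210357 bp away.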

In *Scx*^–/–^ mice tendon rudiments were detected in the embryonic tail but tail tendon was completely absent in 2-week-old mutant mice due to increased apoptosis (Murchison et al., 2007). 

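*Syt7* fell from an authors' mean of 1.25 FPKM in control to 0.272 in *Scx*-/- cells (log2 fold change -0.62, FDR 2.8e-09 by DESeq2) in the authors' deposited table, a 4.59-fold lower mean at a low level of expression. It lies on chromosome 19 from 10389090 to 10453180 and had Scx peaks at -69703, -7777, +13872 and +39243 bp from its TSS. Of 14 measured genes of plasma membrane repair and synaptotagmins, *Syt7* fell and no other was called, also when adjusted over the list alone, and the list as a whole did not pass its test (adjusted p = 0.394).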

Among the most significantly downregulated genes in the *Scx*^–/–^ tendon cells in our RNA-seq data is *Syt7* (Figure 4C), which encodes a transmembrane protein with a crucial role in maintenance of plasma membrane integrity and repair via regulating lysosomal exocytosis (Chakrabarti et al., 2003). Further studies will be needed to investigate whether Syt7 plays an important role in Scx-mediated tenocyte differentiation and maintenance. Furthermore, it has been shown that Scx function is required for proper organization of tendon sheath such as the endotenon and that Epha4-expressing endotenon cells were detected intermixed with tenocytes in the limb tendons in *Scx*^–/–^ embryos (Murchison et al., 2007). 

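*Epha3*, which encodes a receptor of ephrins, rose from an authors' mean of 17.8 FPKM in control to 23.0 in *Scx*-/- cells (log2 fold change 0.30, FDR 0.0272 by DESeq2) in the authors' deposited table. *Epha4* had an authors' mean of 37.0 FPKM in control and 37.4 in *Scx*-/- cells (FDR 0.999) in the authors' deposited table. Of 19 genes of Eph receptors and ephrins, *Epha3* was higher and none was lower, also when adjusted over the list alone, and the list as a whole did not pass its test (adjusted p = 0.153). *Epha3* lies on the minus strand of chromosome 16 from 63543534 to 63864175 and had 9 Scx peaks.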

Our RNA-seq data showed that expression of *Epha3* was significantly increased in the limb tendon cell in E15.5 *Scx*^–/–^ embryos. It is possible that the increased *Epha3* expression in the tenocytes resulted in disruption of the Eph-Efn signaling involved in regulation of tendon sheath formation.

Whereas *Scx* is expressed in all tendon progenitor cells and throughout of tendon development (Schweitzer et al., 2001; Brent et al., 2003), only a subset of tendon tissues were significantly disrupted in *Scx*^–/–^ mice (Murchison et al., 2007). Huang et al. (2019) demonstrated that Scx function is required for recruitment of mesenchymal progenitor cells into the initially formed tendon rudiments during the growth and elongation of the limbs and tail (Huang et al., 2019). Remarkably, lineage-specific genetic analysis and cell transplantation assays demonstrated that Scx function is exclusively required in the recruited mesenchymal cells, but not in the recruiting tendon, for the recruitment and integration of the mesenchymal progenitor cells during tendon elongation (Huang et al., 2019). The molecular mechanism acting downstream of Scx in mediating the tendon cell recruitment and elongation is currently unknown. Although our RNA-seq data show significant changes in expression of several signaling molecules involved in regulation of cell migration and/or chemotaxis in the *Scx*^–/–^ Scx-GFP^+^ forelimb cells, it is not clear whether and how some of these molecules may mediate Scx function in tendon cell recruitment. Further analysis of the detailed spatiotemporal patterns of expression of these genes during tendon elongation and/or single-cell transcriptomic profiling combined with lineage-specific functional studies will help resolve the underlying molecular mechanism.

In a recent report, Gumucio et al. (2020) performed RNA-seq analysis to identify genes and signaling pathways that respond differently to mechanical overloads in the plantaris tendons in adult mice due to conditional inactivation of *Scx* (Gumucio et al., 2020). We compared our RNA-seq results from embryonic tendon cells with their RNA-seq results from the adult tenocytes and found that there were a number of overlapping genes in both the down-regulated and up-regulated groups of Scx-dependent differentially expressed genes. In particular, the *Fmod*, *Kera*, *Ssc5d*, *Tnmd*, and *Zfp185* genes were significantly down-regulated in the adult *Scx*-deficient mutant tendon tissues. These genes likely play important roles in tendon cell differentiation at both embryonic and adult stages. Thus, further elucidation of the molecular mechanisms of tendon development will facilitate investigation of adult tendon cell behaviors during injuries and regeneration and contribute ultimately to improvement in strategies for tendon therapies. In this regard, our ChIP-seq and RNA-seq datasets provide a rich resource for aiding the design of new studies of the molecular and cellular mechanisms of tendon development and repair.

## Data Availability Statement

ChIP-seq and RNA-seq data was deposited in the NCBI GEO database under the accession number(s) GSE173428.

## Ethics Statement

The animal study was reviewed and approved by Cincinnati Children’s Research Foundation Institutional Animal Care and Use Committee (IACUC).

## Author Contributions

HL, YL, and RJ conceptualized and designed the research. HWL helped revise the research design and data analysis during the manuscript revision. HL and JX performed the research. HL, JX, YL, HWL, and RJ analyzed the data and critically revised the manuscript. HL and RJ wrote the manuscript. All authors approved the final manuscript and agreed to be accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://great.stanford.edu

2 https://toppgene.cchmc.org

# Supplementary material for: The Scleraxis Transcription Factor Directly Regulates Multiple Distinct Molecular and Cellular Processes During Early Tendon Cell Differentiation
**Source:** Front Cell Dev Biol. 2021 Jun 3;9:654397. doi: 10.3389/fcell.2021.654397
**Supplement:** Supplementary file 1

Supplementary figures for Liu et al., “**The Scleraxis transcription factor directly regulates multiple distinct molecular and cellular processes during early tendon cell differentiation**”

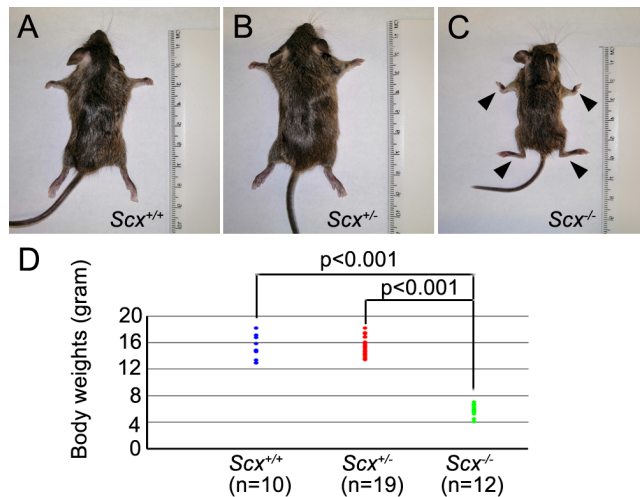

Supplementary Figure S1. $Scx^{-/-}$ mice exhibit postnatal growth retardation and abnormal limbs. (A–C) Dorsal view of wildtype (A), $Scx^{+/-}$ (B), and $Scx^{-/-}$ littermates at postnatal day 21. Arrowheads point to the aberrantly locked autopod posture. (D) Body weight measurements of the wildtype, $Scx^{+/-}$, and $Scx^{-/-}$ mice at postnatal day 21.

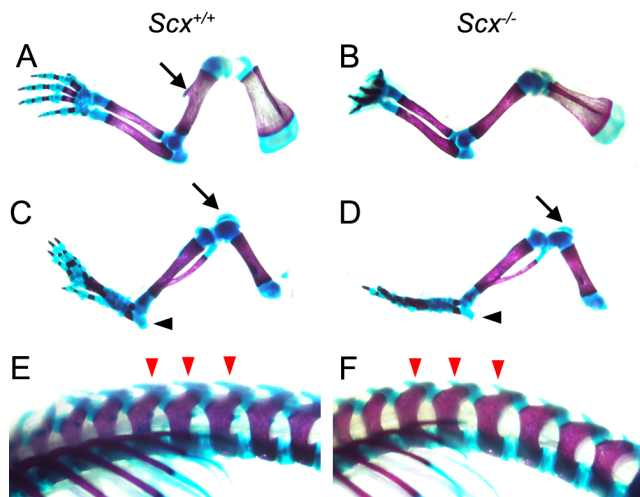

Supplementary Figure S2. $Scx^{-/-}$ mice exhibit defective tendon-bone attachment sites. (A, B) $Scx^{-/-}$ embryos lack the deltoid tuberosity (arrow) of the humerus compared with the wildtype littermates. (C, D) $Scx^{-/-}$ embryos exhibited reduced size of the patella (arrow) and the enthesal cartilage of the calcaneus (arrowhead) in the hind limbs compared with the wildtype littermates.

(E, F) *Scx*^{-/-} embryos exhibited reduced vertical processes (red arrowheads) of the lumbar vertebrae compared with the wildtype littermates.

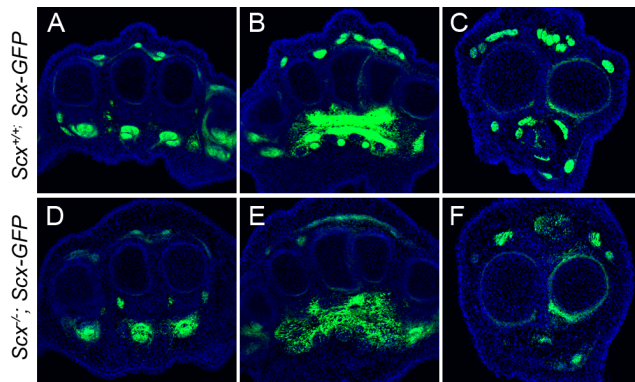

Supplementary Figure S3. *Scx*-GFP expression in *Scx*^{-/-} mutant and controls. (A-F) Cross cryo-section of E15.5 *Scx*^{-/-} mutant and control forelimbs, from distal (A-D), middle (B, E) to proximal (C, F). *Scx*-GFP (green) is still expressed in mutant (D, E, F), but in a weaker and disorganized pattern, compared with control (A, B, C).

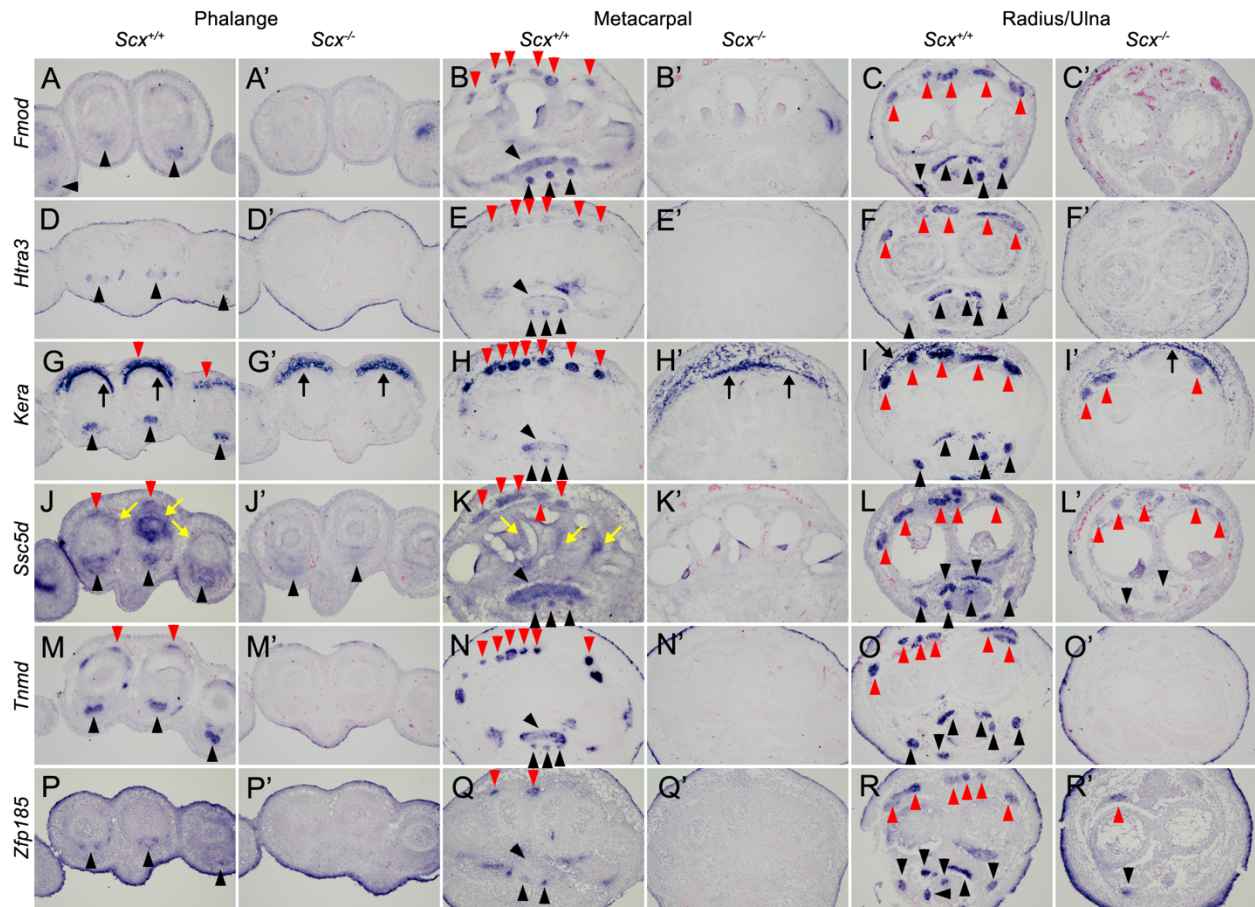

Supplementary Figure S4. Comparison of expression of *Fmod*, *Htra3*, *Kera*, *Ssc5d*, *Tnmd*, and *Zfp185* in the autopod and zeugopod regions of the E15.5 forelimbs in wildtype and *Scx*^{-/-} littermates by section in situ hybridization analysis. Black arrow points to signal in non-tendon connective tissues in the dorsal region. Black arrowhead points to tendon tissues in the ventral region. Red arrowhead points to tendon tissues in the dorsal region. Yellow arrows point to signal in perichondral tissues.

How the deposited data were processed for this re-analysis (not part of the article)

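Scx binding was measured by ChIP-seq in forelimbs of E13.5 *Scx* Flag/Flag embryos (3 ChIP and 3 input samples), and gene expression by RNA-seq in Scx-GFP+ forelimb cells of E15.5 embryos (3 *Scx*-/- and 3 control samples). The starting point was the authors' peak table and the authors' table of differential expression, and all samples of both experiments could be assigned to their condition from the labels and the paper. Reads, counts and values of single samples were not used here.

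For ChIP-seq, the authors' deposited table gives mm10 positions of peaks, with a score column that holds 0 throughout. The authors' methods describe reads aligned to mm10, libraries brought to equal depth, duplicates removed, peaks called per ChIP sample against input and merged over the replicates, and an edgeR test of the read counts. The authors' table is titled with a fold enrichment of 4 and an FDR of 0.01, but it gives no fold or p-value per peak, so the precision of single peaks is unknown. For RNA-seq, the authors deposited a log2 fold change of *Scx*-/- over control, a p-value and an FDR from DESeq2 after RUVs, and the mean FPKM of each group. For all 68 called genes, the authors' log2 fold changes are smaller in size than the log2 ratios of mean FPKM. The deposited FDR equals a Benjamini-Hochberg adjustment of the authors' p-values over the 14452 genes whose FDR is under 1 (largest difference 2.1e-14), and 3 genes have no p-value, among them *Xist* and *Tsix*, whose FDR of 1 was treated as missing. In the authors' deposited table, 787 genes had a p-value under 0.05 before adjustment. The submitters' processing notes name STAR 2.7.4, HOMER 4.11, Subread, featureCounts, edgeR and DESeq2. The annotation used for counting is not given in the sources used here.

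Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1. Peak positions were placed on mm10 with GENCODE release M21, with coordinates counted from 1. Locations were assigned in the order promoter, transcript end, coding exon, other exon, intron and intergenic. Motif shares were compared between peaks and the windows beside them by Fisher's exact test with 95% Wilson intervals. Of the 13405 genes not marked silent, 12768 (95.2%) were matched to a protein-coding TSS, 177 of them through an older symbol, and 66 of the 68 called genes were matched. In the authors' table 21 gene symbols had been turned into dates, and these were not matched to genes. Calls and peaks were compared by Fisher's exact test, by a logistic model with the log10 of the domain length, and by permutation tests with 100000 resamples.

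Gene lists were tested with the preranked form of camera in limma on z-scores made from the authors' p-values and the sign of their log2 fold changes, over genes of mean FPKM of at least 1, with at least 5 list genes, and Benjamini-Hochberg adjustment over the lists tested. The correlation between genes was preset at 0.01, since it cannot be estimated without values of single samples. The 32 lists comprised tendon, matrix, signaling, cytoskeletal and transcription factor genes, markers of other cell types, cell states, and 3 groups the study itself chose. All 32 genes of Table 1 were lower, all 17 of Table 2 were higher, and of the 20 genes labelled in Fig. 4C 10 were lower and 10 higher, also when adjusted over the list alone. The study chose these on the same samples, so they are not independent evidence of direction. The adjusted p from camera of limma was 1.3e-115 (downward) for the genes of Table 1 and, with a value of 1.7e-63, upward for those of Table 2. For the genes of Fig. 4C, which went both ways, it was 0.440 (downward, with a median log2 fold change of -0.03). The other lists were fixed after reading the paper, and many of them hold genes it names.

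Genes named in the text were those the paper names with its RNA-seq results, *Scx* and *Xist*, the 10 with the largest log2 fold change in each direction among called genes, and for each list up to 4 called members with the smallest p or, where none was called, the 2 of highest mean level. Peaks named were those of Fig. 6 and those within 5 kb of the TSS of a called gene. A gene that the rule takes is not reported here. The rule also asked for the same direction in every sample, which could not be applied to group means, and the values in the paper's tables had been seen when the rule was written. The chosen design had assumed values per sample, so the authors' own comparison is quoted as theirs instead. *Anxa8*, *Bop1*, *Col11a2*, *Col1a2*, *Dcn*, *Itgbl1*, *Lum*, *Metap1d*, *Nfatc4*, *Pcdh19*, *Ptgds*, *Tmem132b* and *Tsix*, the peaks around *Scx* and the peaks named by their distance at *Col11a1*, *Dio2*, *Dock4*, *Epha3*, *Eya1*, *Mkx*, *Six2* and *Syt7* fall outside the rule and were chosen after their values were seen. On simulated data, the motif count recovered 600 of 600 motifs placed in 2000 windows, the assignment rule recovered 500 of 500 peaks placed near the starts of 21829 genes, and the list test recovered 5 of 5 shifted lists over 12120 genes and called 0 of 19 others. Alternatives covered the filter on FPKM, the promoter width, the extension of domains, the motif window, the annotation, the form of the list test and its correlation.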

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

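Of the tests in this part, all but that of unbound CpG-island promoters were chosen after the results were seen.

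CpG-island-like sequence, which the paper does not report on, made up 25.9% of Scx peaks (3132) against 0.868% of the windows beside them, where island-like means over 55% G and C and a ratio of observed to expected CpG over 0.6. These were 78.0% of promoter peaks and 2.69% of intergenic peaks, and the Scx core was in 26.1% of them, against 24.7% of the windows beside them (odds ratio 1.07, p = 0.158 by Fisher's exact test), and in 72.3% of the other peaks. If open promoters had been recovered without sequence preference, the core would be no more frequent in them than in unbound promoter windows of like base composition. It was in 23.4% of 2449 peaks and 14.2% of 7347 windows (odds ratio 1.85, 95% interval 1.65 to 2.07), which argues against this for these 2449 peaks as a whole. The core was in 35.6% of the remaining 683 peaks and 16.7% of island-like windows away from peaks (2.75, 2.26 to 3.34). Those windows were not chosen to be open, so that comparison cannot decide the question for the 683 peaks. Base composition alone would leave the enrichment as strong as elsewhere, but the odds ratio of the other peaks, over windows beside peaks of like G and C share (6.75), was 3.65 times that of the 2449 peaks over unbound promoter windows (3.22 to 4.14). The windows compared differ in kind, beside peaks and at promoters of other genes, so this ratio cannot by itself settle the role of base composition. A mixture of sites bound through the core and promoters recovered for other reasons may remain, as may binding through partner proteins, and neither was tested.

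CATCTGGAAA, in which an E-box runs into the Nfat core and which the paper does not discuss, was in 2.41% of Scx peaks (291) and 0.116% of the windows beside them, for example in a peak of *Aqp1* on chromosome 6 from 55333164 to 55333363 (TGAGGCACATCTGGAAAAAC). In 400 bp around the peak centers, GAAA directly followed 322 of 7575 CATCTG sites, 5.99 times the mean of 53.75 at the other spacings (95% interval 5.37 to 6.68), with 103 as the highest count at another spacing. Beside the peaks it directly followed 48 of 7206 sites, 1.20 times the mean at other spacings. Chance overlap of the motifs would give a ratio near 1, which the value in peaks argues against. A candidate explanation is a joint site of Scx and a partner, and a longer sequence preferred by Scx alone stays open too, since neither was tested against binding data of a partner.

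The mean *Scx* level in *Scx*-/- cells was 47.3% of that in control cells in the authors' deposited table, although in the paper no *Scx* mRNA was seen with a probe for the coding sequence (Fig. 3B,C). The allele keeps 40.1% of the exon sequence, 164 bp before its LacZ cassette and 292 bp after it. If both parts were transcribed as before, reads from them could give most of this level, though the kept share lies below the 47.3% seen. This comparison takes all controls as wildtype. The paper's introduction calls them wildtype littermates, but its results call them control littermates and name *Scx+/-* embryos among those sorted. Without values along the gene or per sample, the part that reads from the kept sequence play stays open. Reads of the antisense gene *Bop1* counted for *Scx* would need *Bop1* at or above the *Scx* level, but its authors' mean was 6.33 FPKM in *Scx*-/- cells in the authors' deposited table, below the 41.9 FPKM of *Scx*, which argues against *Bop1* as the source. A sample at the control mean among the 3 *Scx*-/- samples would keep each gene at 33.3% of control or more, but in the authors' deposited table the mean of *Tnmd* was at 10.3% and that of *Fmod* at 26.3%, which argues against such a sample. *Fmod*, *Htra3*, *Kera*, *Ssc5d*, *Tnmd* and *Zfp185* were lower in the authors' deposited table and also in the paper's in situ hybridization and RT-PCR (Fig. 5A–M), which argues against an exchange of the groups, whereas any other wrong label of a single sample, *Scx* sequence in the reporter transgene, and the effect of RUVs on the means stay open and were not tested.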

How the results depend on the processing

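Among the settings named here, the forms of the list test, the annotation restricted to protein-coding genes and the model with expression level were chosen after the values were seen; the other settings were set before the data were examined. Of the main results recomputed under other settings, 40 values kept their direction and side of the threshold, stayed within their interval or moved by at most 1.5 times. Of the tests of single gene lists 79 did, 13 lost their call and 1 gained one. With promoters within 5 kb of a TSS, 40.5% of peaks lay in promoters and 57.6% in introns or intergenic sequence, and with protein-coding genes alone 14.3% and 77.1%. Over genes of mean FPKM of at least 5, 22 genes were lower, in part by construction, since fewer genes were tested. Ranks in the list test left 7 lists past the threshold, against 15. For higher against uncalled genes, the odds ratio of a peak was 2.25 with the single nearest TSS (p = 0.0351 by Fisher's exact test), 0.583 with domain length in a logistic model (95% interval 0.258 to 1.32) and 0.399 with expression level added (0.173 to 0.920), turned in direction in both, and the last interval lies below 1. The odds ratio of lower against higher genes was 2.60 with domains of at most 100 kb, and the excess of peaks at higher genes was then 0.19, neither past its threshold. Apart from the filter, the cause was not tested. No paired analysis was possible because the authors' tables hold no values of single samples. For the same reason, leaving out replicates, other count models and normalizations, other pseudocounts and RUVs settings, an estimated correlation, a ChIP over input test and a stricter peak threshold were not run, and depth limits could not be assessed.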

Differences from the paper's values

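The setting with RefSeq gene starts and that with protein-coding genes alone were chosen after the values were seen, and the others before the data were examined. The Nfat core TGGAAA was in 31.5% of peaks, and the paper's value for its Nfat motif is 15.8%. In 100 bp around the peak centers it was in 20.6%, which no longer differs by over 1.5 times, whereas in 400 bp it was in 44.4%, which does. The paper counts a motif found de novo and the value here counts an exact sequence. The distance of the nearer *Htra3* peak is 57656 bp in the paper's Table 1 and 37656 bp in the deposited peak positions, and no other setting applied to it.

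Of the 192 distances in the paper's Tables 1 and 2, 184 had a deposited peak within 2 bp when counted from the start of any annotated transcript of the gene, whereas distances elsewhere in the text are from 1 start per gene and can differ from the paper's. Of those without one, the 4 of *Ccbe1* were each off by -6 bp, that of *Enpp2* by -21 bp and 1 of *Six2* by 25 bp (nearest deposited minus listed), whereas for 1 of *Lingo2* and the *Htra3* distance the nearest was 1000 and 4404 bp off. The paper's Table 2 has 17 higher genes with a peak, and here 18 had one. With RefSeq gene starts, a setting chosen after seeing the values, 17 had one, and with the single nearest TSS, set before the data were examined, also 17. Peaks in promoters were 17.7% here and 14.3% with protein-coding genes alone, a setting chosen after seeing the values that comes close to the share the paper states, as does its 77.1% in introns or intergenic sequence. The paper names *Surf1* among the higher genes of cell migration and matrix, but *Surf1* was not called in the authors' deposited table (FDR 0.999), whereas *Sulf1* was (FDR 0.0196). Peaks upstream of *Kera* that Fig. 6C shows were assigned here to *Lum* and *Dcn*, and the paper's Table 1 lists only the downstream peaks.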

Other observations

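The test of X-linked genes in this part was chosen after the result was seen, and the gene lists were fixed before. In *Scx*-/- cells, the lists of hypoxia and glycolysis, of the cell cycle and of dissociation and immediate early genes were shifted downward, whereas that of apoptosis was not. Of hypoxia and glycolysis, the 20 genes of mean FPKM of at least 1 were tested (adjusted p = 0.0132 from camera of limma, 0.0646 at a preset correlation of 0.05 and 0.0287 on ranks), with 0 of the 22 measured genes called by DESeq2 and 1 lower when adjusted over the list alone. *Gapdh* had an authors' mean of 321 FPKM in control and 290.1 in *Scx*-/- cells, and *Ldha* 171 and 165, in the authors' deposited table. Of the cell cycle list, shifted downward with 0 genes called by DESeq2 or adjusted over the list alone, *Pcna* had an authors' mean of 101.7 FPKM in control and 92.3 in *Scx*-/- cells, and *Ube2c* 109 and 100.5, in the authors' deposited table. Of the dissociation and immediate early list, the shear-responsive gene *Klf2* fell from an authors' mean of 6.73 to 4.01 FPKM (FDR 0.0073) in the authors' deposited table, with 2 genes lower when adjusted over the list alone. On ranks in place of values, the downward shifts of cell cycle (adjusted p = 8.0e-06) and immediate early genes (adjusted p = 0.0079) kept their calls.

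Markers of most other cell types did not pass their tests. Adjusted p values from camera of limma were 0.0956 for cartilage (downward, with *Col2a1* at authors' means of 78.3 FPKM in control and 57.1 in *Scx*-/- cells in the authors' deposited table), 0.440 for skeletal muscle, 0.923 for endothelium, 0.277 for epidermis, 0.0899 for Schwann and neural cells and 0.232 for pericytes and smooth muscle. In these 6 lists, of 16, 18, 15, 13, 9 and 11 measured genes, 0 were called by DESeq2. Adjusted over the list alone, 1 cartilage gene was lower and 1 pericyte gene was higher. Of 26 genes of the TGF-beta and BMP pathway, which acts upstream of *Scx* in tendon progenitors, 0 were called, also when adjusted over the list alone (adjusted p = 0.394), and of 16 genes of apoptosis and the p53 response 0 were called, also when adjusted over the list alone (adjusted p = 0.604). Of 15 mitochondrially encoded genes 0 were in the table, so that list was not tested.

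Genes with a large ratio of mean FPKM that were not called included *Itgbl1*, with an authors' mean of 8.06 FPKM in control and 2.89 in *Scx*-/- cells (FDR 0.134) in the authors' deposited table. *Nfatc4* had an authors' mean of 19.3 FPKM in control and 20.0 in *Scx*-/- cells in the authors' deposited table. The lower *Xist* mean in *Scx*-/- cells raised the question whether X-linked dosage entered the calls. Over genes of mean FPKM of at least 1, the median log2 ratio of mean FPKM of 429 uncalled X-linked genes exceeded that of 11534 uncalled autosomal genes by 0.044 (95% bootstrap interval 0.029 to 0.059). Of 60 called genes of mean FPKM of at least 1, 5 were X-linked (8.33%), against 3.59% of uncalled genes (p = 0.0648 by Fisher's exact test, two-sided). Without X-linked genes, 34 lower and 29 higher genes remained when the authors' p-values were adjusted over the other 13928 genes, and all 63 were among the authors' calls. The p-values themselves were unchanged, so this step cannot show whether sex affected the calls of autosomal genes.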
